# RNA stability is regulated by both RNA polyadenylation and ATP levels, linking RNA and energy metabolisms in *Escherichia coli*

**DOI:** 10.1128/mbio.02680-24

**Published:** 2024-11-29

**Authors:** Charlotte Roux, Marvin Ramos-Hue, Marjorie Audonnet, Marie-Pierre Duviau, Sébastien Nouaille, Agamemnon J. Carpousis, Sandrine Laguerre, Eliane Hajnsdorf, Muriel Cocaign-Bousquet, Laurence Girbal

**Keywords:** RNA polyadenylation, PAP I, RNA stability, energy, ATP, *Escherichia coli*

## Abstract

The post-transcriptional process of RNA polyadenylation sits at the crossroads of energy metabolism and RNA metabolism. RNA polyadenylation is catalyzed by poly(A) polymerases, which use ATP as a substrate to add adenine to the 3′ end of RNAs, which can alter their stability. In *Escherichia coli,* RNA polyadenylation mediated by the major poly(A) polymerase was previously shown to facilitate degradation of individual RNAs. In this study, we performed the first genome-wide study of RNA stability in the absence of PAP I. Inactivation of the *pcnB* gene coding for PAP I led to the stabilization of more than a thousand of *E. coli* RNAs in the form of full-length functional molecules or non-functional fragments. The absence of PAP I altered the energy metabolism, with an almost 20% reduction in ATP levels. To better understand how RNA and energy metabolisms are interconnected, we investigated the role of ATP levels in regulating RNA stability. When we lowered intracellular ATP levels below 0.5 mM, many RNAs were stabilized, demonstrating the causal link between ATP levels and RNA stability for the first time in *E. coli*. Above this concentration, changes in ATP levels had no impact on RNA stability. We also demonstrated that some RNAs were stabilized when PAP I was inactivated by low ATP availability. These results clearly demonstrate that PAP I mediates an energy-dependent RNA stabilization, which may contribute to cell energy homeostasis under energy-limited conditions.

**IMPORTANCE:**

Poly(A) polymerases are prime targets for understanding the interactions between RNA polyadenylation, RNA stability, and cellular energy. These enzymes catalyze the process of RNA polyadenylation, which involves ATP hydrolysis and addition of poly(A) tails to the 3′ end of RNAs. 3′ end poly(A) extensions potentially facilitate RNA degradation in bacteria. In this study, we inactivated the *pcnB* gene encoding PAP I, the major poly(A) polymerase in *E. coli*, and investigated the effects on RNA stability and energy levels. Our results show for the first time in *E. coli* a genome-wide RNA stabilization in the absence of PAP I associated with a decrease in ATP levels. We provide the first evidence in *E. coli* of a link between ATP levels and RNA stabilization and demonstrate that this is mediated in some cases by PAP I. PAP I-mediated RNA stabilization at low ATP levels could be a means of energy conservation under energy-limited conditions.

## INTRODUCTION

RNA degradation is a ubiquitous process that, in most cases, begins in *Escherichia coli* with endoribonucleolytic cleavages mainly performed by RNase E, RNase III, RNase G, RNase P, RNase LS, or RNase Z. 3′ end exoribonucleases (polynucleotide phosphorylase [PNPase], RNase II, and RNase R) then convert the endonucleolytic cleavage products to oligonucleotides that are further degraded to mononucleotides by oligoribonuclease (see references 1–5 for reviews). In some cases, RNA degradation is initiated by 3′ end exoribonucleases (6, 7). RNA degradation can be facilitated by the addition of 3′ end poly(A) tails by poly(A) polymerase I (PAP I), which provides a binding site for 3′ exoribonucleases (8, 9). So far, the effect of PAP I-mediated polyadenylation on RNA stability has only been studied for individual RNAs. The function of the *pcnB* gene, which codes for PAP I, was first identified in studies of plasmid copy number regulation. Antisense RNA I of ColE1-type plasmids and *copA* sRNA of plasmid R1 are destabilized by PAP I-dependent polyadenylation (10–12). PAP I polyadenylation also affects tRNA maturation and degradation because it competes with 3′ exoribonucleases for access to the 3′ end termini of pre-tRNAs (13–16). Polyadenylation by PAP I influences sRNA stability, as described for GlmY and RyhB, which are involved in the synthesis of glucosamine-6-phosphate and the expression of the *Fur* regulon, respectively (15, 17, 18). Polyadenylation is also involved in mRNA decay, with a number of transcripts (*rpsO*, *rpsT*, *lpp*, *ompA*, *rmf*, and *trxA*) (19–23) and mRNAs involved in hyperosmotic stress (*osmY* and *otsA*) (24) and carbon metabolism (*ptsG* and *malT*) (15) becoming more stable in the absence of PAP I. Some mRNAs, such as *rne* and *pnp*, which code for RNase E and PNPase, respectively, are destabilized upon PAP I overexpression (25). Although these examples clearly demonstrate that PAP I is involved in regulating the stability of several RNA species, the full scope of the effect of PAP I-mediated polyadenylation on RNA stability has not yet been determined because changes in RNA stability in response to variations in PAP I activity have never been measured across an entire genome.

At the physiological level, RNA stability depends on growth conditions: overall, mRNA stability is negatively correlated with growth rates (26) and is reduced in the stationary phase (27). Our hypothesis is that the stabilization of mRNAs under slow or no growth could be an energy-saving mechanism. This hypothesis is supported by the fact that simultaneous RNA stabilization and ATP decrease have been observed in carbon-starved cells and in cells exposed to sodium fluoride (28, 29). However, the causal link between low ATP levels and RNA stabilization has not yet been established. To our knowledge, the only existing study clearly linking RNA stability and energy status is that of Vargas-Blanco et al.‘s work on *Mycobacterium smegmatis* (30). Understanding the relationship between energy and RNA stability is a major research objective in bacterial physiology. In particular, the role of ATP-dependent enzymes involved in RNA degradation remains to be elucidated, notably that of PAP I involved in RNA polyadenylation and ATP consumption and therefore sited at the crossroads of energy and RNA metabolisms in *E. coli*.

This article reports the first genome-scale analysis of the effect of PAP I activity on the stability of *E. coli* RNAs. We used a strain with an inactivated *pcnB* gene encoding PAP I to reduce the level of genome-wide polyadenylation (15). We compared the half-lives of 2,627 RNAs in the *pcnB* mutant with those measured in the parent strain grown on glucose. The absence of PAP I had a stabilizing effect on *E. coli* RNAs overall. Because PAP I is an ATP-consuming enzyme, we investigated whether PAP I inactivation was related to changes in intracellular ATP levels and, conversely, whether RNA-stabilizing effects could be related to changes in ATP levels. Our results provide the first evidence in *E. coli* of a causal link between ATP levels and RNA stabilization and demonstrate that this is mediated in some cases by PAP I.

## RESULTS

### PAP I inactivation increases overall RNA stability in *E. coli*

MG1655 and MG1655Δ*pcnB* strains were grown exponentially in M9 glucose. The maximal growth rate was reduced in the absence of PAP I (0.57 ± 0.04 h^−1^ for MG1655Δ*pcnB* versus 0.70 ± 0.02 h^−1^ for MG1655). The RNA half-lives were measured across the entire genome after inhibiting transcription with rifampicin by RNA-Seq analysis at different time points. Half-lives were determined with a classical linear model fitted on the log concentration of RNA. Reliable half-life values were obtained in both strains for 2,627 RNAs. These half-lives were significantly higher on average in the *pcnB* mutant than in the parent strain, with a median value of 2.0 min in MG1655Δ*pcnB* versus 1.3 min in MG1655 (Fig. 1; Wilcoxon–Mann–Whitney test *P*-value < 2.2E^−6^). To account for a potential delay in the onset of exponential decay due to the last round of transcription elongation after rifampicin addition (27) and a possible residual RNA concentration at the end of the decay process (31), we also calculated the RNA half-life by introducing a delay before exponential decay with and without a residual baseline (Fig. S1). With a median delay of 30 s and a median residual concentration of less than 1.5% of the concentration at T0, the introduction of delay and residual baseline decreased the half-life of only some RNAs for MG1655 and MG1655Δ*pcnB* while allowing significant correlations between reliable half-lives calculated with and without delay (Figure S1A, R^2^ > 0.8) and with and without delay plus a residual baseline (Figure S1B, R^2^ > 0.5). The ratios of the half-lives obtained with delay alone (Fig. S1A) and with delay plus residual baseline (Fig. S1B) are similar to that obtained without delay or residual RNA concentration (Fig. 1), indicating that inactivation of PAP I stabilizes RNAs in *E. coli*, irrespective of the half-life calculation method. We then used the half-lives calculated with the classic linear model without the delay and the residual concentration for the rest of the study.

**Fig 1:**
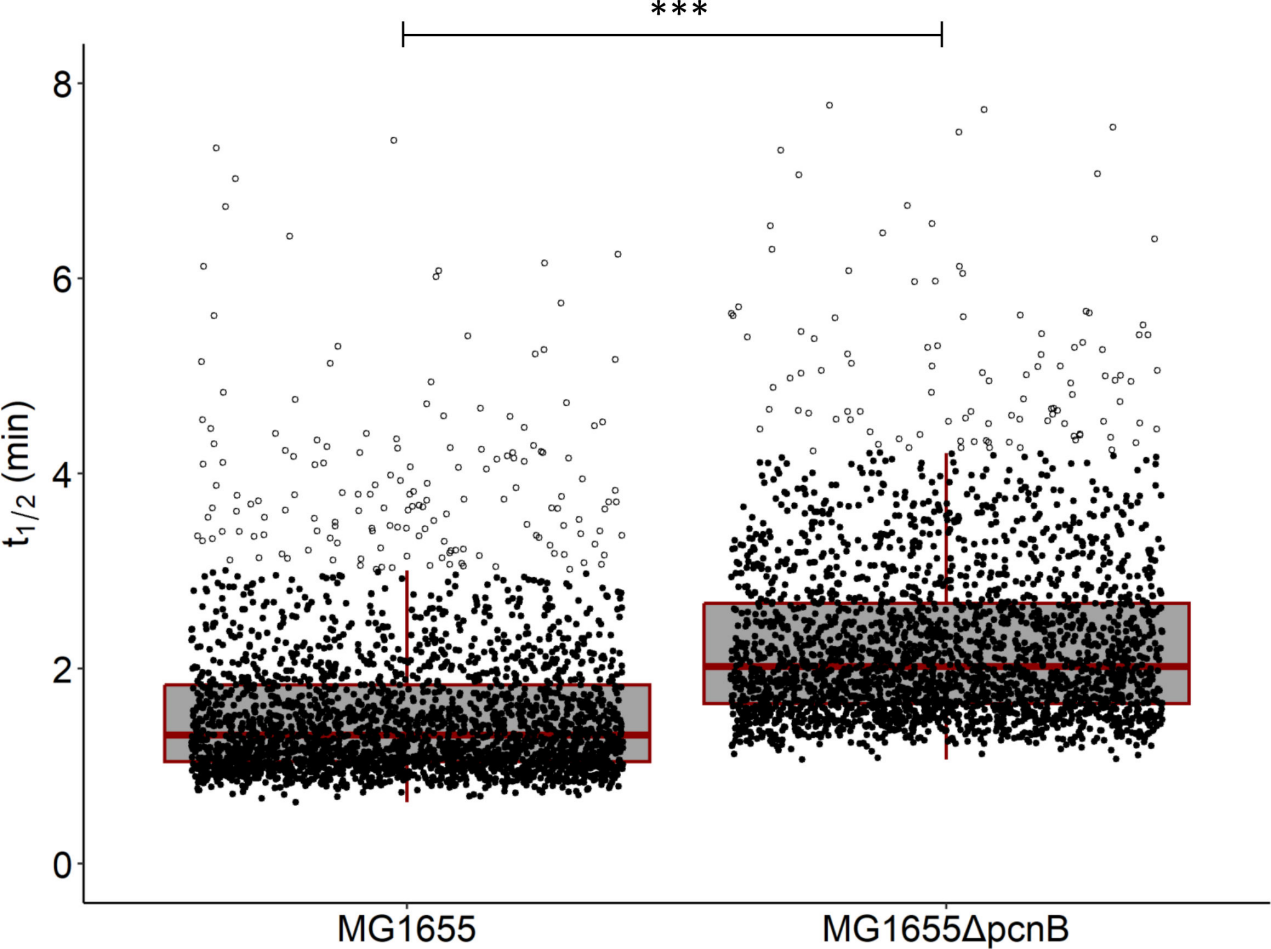
Genome-wide RNA stabilization induced by PAP I inactivation. Box plots of RNA half-lives in *E. coli* MG1655 and MG1655Δ*pcnB* for 2,627 RNAs with reliably determined half-lives in both strains. MG1655 and MG1655Δ*pcnB* cells were exponentially growing in M9 glucose in the bioreactors. Data points on box plots are shown by black filled circles, and outliers are represented by black open circles. Wilcoxon–Mann–Whitney test, ***, *P* < 0.001.

Half-life differences were significantly increased for 1,403 individual RNAs in the absence of PAP I, whereas only four were destabilized (Fig. 2A), confirming the destabilizing role of PAP I at the level of individual RNAs. Analysis of RNA-Seq data showed that, depending on the RNA, full-length molecules or fragments were stabilized in the *pcnB* mutant (Fig. S3). The accumulation of *zapB* fragments in MG1655Δ*pcnB* was confirmed by northern blot experiments (Fig. S4A). Although we are aware that stabilized fragments can be non-functional, we still performed a functional analysis of stabilized RNAs. Based on a cluster of orthologous groups of proteins (COG) functional enrichment analysis, the stabilized transcripts are involved in essential biological processes, such as DNA replication, recombination, and repair (80 RNAs), translation, ribosomal structure, biogenesis (77 RNAs), posttranslational modification, protein turnover, chaperones (49 RNAs), wall, membrane and envelope biogenesis (83 RNAs), and cell cycle and division (18 RNAs), and in coenzyme, amino acid, and inorganic ion transport and metabolism (256 RNAs) (Fig. 2B). In addition, the *fli*, *flh*, and *flg* regulons involved in the flagellum assembly were also more stable in the absence of PAP I (Table S1). Stabilization was likewise observed for several transcripts of the RNA degradation machinery, including those encoding RNase E, RhlB, PNPase, RNase R, RNase G, RNase II, and RppH and those coding for RNA-binding proteins, such as Hfq and Rho (Table S1). Many of the stabilized transcripts are involved in defense mechanisms (22 RNAs) in response to environmental stress, including envelope stress (*rcsD* and *rcsB*), osmolarity stress (*envZ* and *ompR*), as well as limitation in oxygen (*arcA* and *arcB*), phosphate (*phoA* and *phoB*), Mg^2+^ (*phoP*), K^+^ (*kdpD*), and nitrogen (*glnL*, *glnG*, *glnD* and *glnB*) or general stress factors, *rpoE* and *rpoH* (Table S1). The RNA levels before rifampicin addition indicated that only 164 of the 1,403 stabilized transcripts had up-regulated expression (Table S1). Analysis of the functional enrichment of the 164 RNAs pointed out four significantly enriched categories: defense mechanisms against specific stresses (8 RNAs, *P* = 1.0E^−4^), cell wall, membrane, and envelope biogenesis (15 RNAs, *P* = 4.4E^−3^), coenzyme transport and metabolism (10 RNAs, *P* = 5.8E^−3^), and general function prediction only (18 RNAs, *P* = 8.3E^−3^). In contrast, the expression of general stress factors, such as the stabilized mRNAs, *rpoE* and *rpoH*, and the seven stabilized transcripts linked to the RNA degradation machinery remained unchanged.

**Fig 2:**
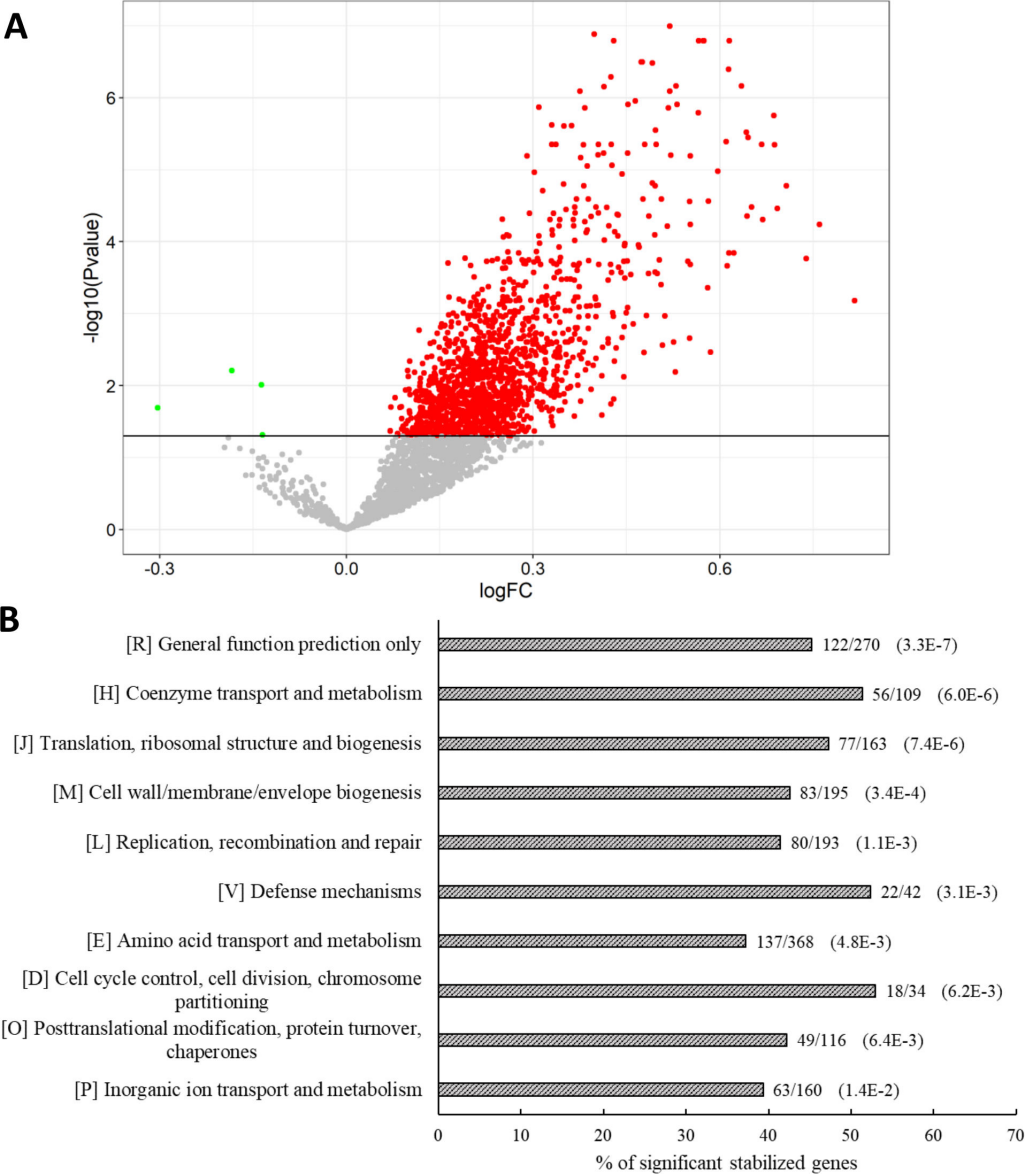
Differences in RNA half-lives between MG1655Δ*pcnB* and MG1655 and functional enrichment. (**A**) Volcano plot of the log2 fold change (logFC) of RNA half-lives between MG1655Δ*pcnB* and MG1655. The values above the horizontal black line correspond to significant differences in fold change (*P* ≤ 0.05). The 1,403 RNAs that were stabilized in the absence of PAP I are shown in red, and the four RNAs that were destabilized are shown in green. The 1,220 RNAs with non-significant differences in stability are shown in gray. Semilogarithmic plots illustrating the degradation profiles of the stabilized and destabilized RNAs between MG1655 and MG1655Δ*pcnB* are shown in Fig. S2. (**B**) Functional enrichment in the 1,403 stabilized RNAs in MG1655Δ*pcnB*. For each cluster of orthologous groups of proteins, the bar represents the percentage of significantly stabilized RNAs relative to the total number of genes in that category. The number of significantly stabilized RNAs and the total number of genes in each category are shown to the right of each bar, with the associated *P* value in parentheses.

Surprisingly, four transcripts, namely, *yabQ, elaA*, *rcsA*, and *cspE,* were destabilized in the absence of PAP I (Fig. 2A; Table S1). The gene *cspE* codes for one of the nine cold shock proteins (CSPs) in *E. coli* and was the only CSP gene destabilized in the absence of PAP I activity. Destabilization of *cspE* was associated with a 56% decrease in its concentration (Table S1).

### Inactivation of PAP I leads to a decrease in ATP levels in *E. coli*

Because PAP I is an ATP-dependent enzyme, that is, it consumes one molecule of ATP for each A added to the 3′ end of transcripts, we wondered whether inactivation of PAP I might affect intracellular ATP levels. The ATP levels were measured using a bioluminescence assay in exponentially growing MG1655 and MG1655Δ*pcnB* cells in M9 glucose (Fig. 3). Intracellular ATP levels were significantly (19%) lower in the absence of PAP I (1.09 mM in MG1655Δ*pcnB* versus 1.34 mM in MG1655, *P* = 2.2E^−3^).

**Fig 3:**
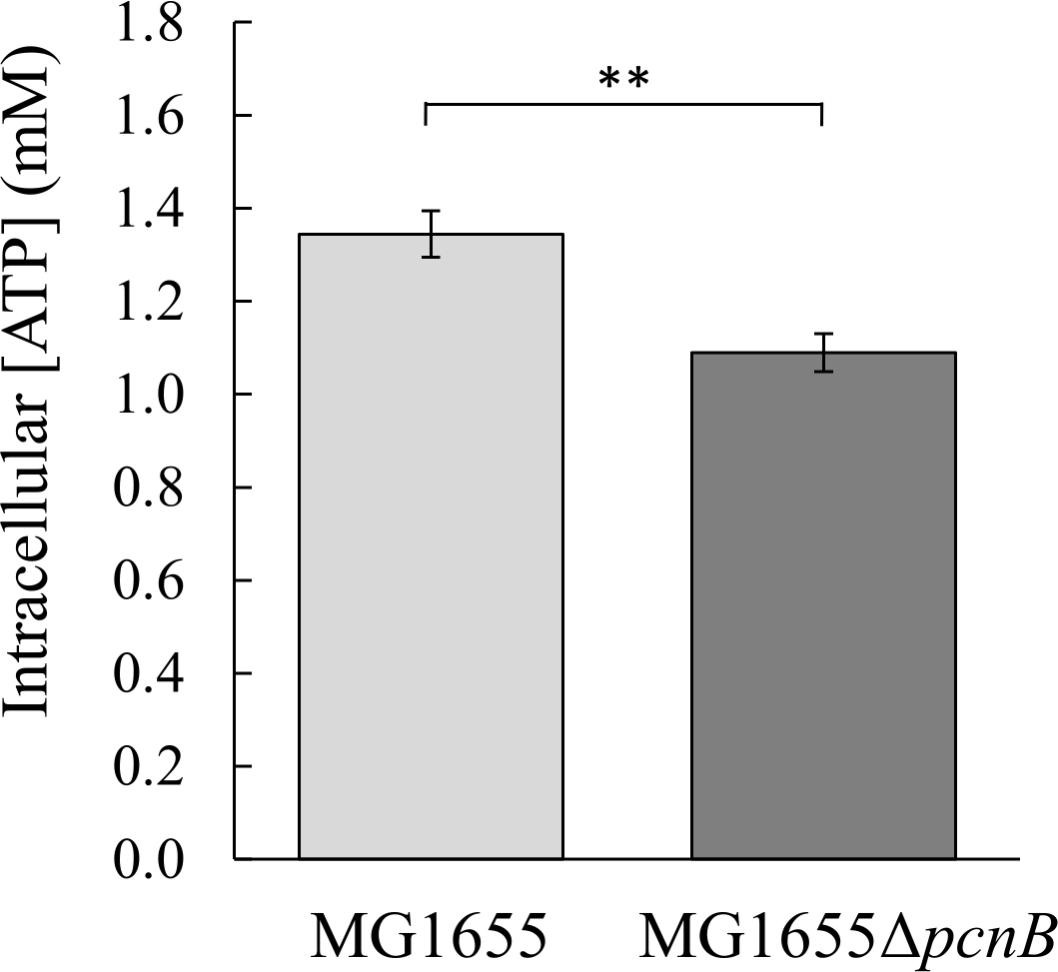
ATP levels. Intracellular ATP concentrations were measured in exponentially growing cells (OD = 1) of MG1655 and MG1655Δ*pcnB* in M9 glucose in flask cultures. **, *P* < 0.01.

### *E. coli* RNAs are stabilized at low ATP levels

Based on the recent observation of RNA stabilization at low energy levels in *M. smegmatis* (30), we wondered whether this might also occur in *E. coli*, in which case, the overall stabilization observed in the *pcnB* mutant might also be related to a decrease in the energy levels. To address this question, we first studied the link between RNA stability and energy levels in the MG1655 strain by changing the ATP level and measuring how this affected the stability of selected RNAs. We adapted the protocol developed for *M. smegmatis* (30) for *E. coli* growing on succinate as the sole carbon source. Succinate was used instead of glucose to make the respiratory chain the main pathway of ATP synthesis (i.e., to ensure ATP was no longer produced by phosphorylation of the glycolytic substrate) and thus maximize the decrease in the intracellular ATP level when the respiratory chain was inactivated using DNP (32–34). Briefly, we co-treated exponentially growing *E. coli* MG1655 cells with rifampicin and DNP, an ATP uncoupler (32). We determined the half-lives by quantitative real-time RT-PCR of 12 RNAs at high (0.7 mM DNP treatment) and very low (2 mM DNP treatment) intracellular ATP levels. The selected RNAs differ in CDS length, concentration, stability, genetic environment, function, and protein localization and are, therefore, representative of the range of RNAs present in *E. coli* (Table 1). Treatment with 0.7 mM DNP did not affect the level of intracellular ATP in MG1655 (around 0.9 mM ATP concentration in the absence of DNP and in cells treated with 0.7 mM), while treatment with 2 mM reduced it by 86% to 0.13 mM (Fig. 4A). Eight (*focA*, *maeA*, *purL*, *torS*, *atpC*, *flu,* GlmZ, and *zapB*) of the 12 selected RNAs were significantly stabilized when the ATP level was reduced, and none was significantly destabilized (Fig. 4B). The stabilized RNAs had different concentrations and sizes (Table 1), indicating that these two factors known to influence RNA stability (35, 36) were not involved in this case. We also sequenced the total RNA samples corresponding to 0.7 mM and 2 mM DNP. 

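The RNA-Seq data were obtained from MG1655, a wild-type laboratory strain of E. coli K-12, grown in M9 succinate. Rifampicin, which stops the initiation of transcription, and DNP, an uncoupler that dissipates the proton gradient used for ATP synthesis, were added together. At 0.7 mM DNP and at 2 mM DNP, 2 kinetics were sampled before the addition (0 min) and at 0.4 min, 1 min, 2 min, 4 min and 7 min after it, which gives 12 libraries per dose and 24 in all. The 2 kinetics of a dose are its biological replicates, and the libraries of a kinetic are not independent of each other. The labels of single samples give 25 s for the time point that the paper gives as 0.4 min. The labels also name a riboPOOLs kit for the removal of rRNA, whereas the methods name Ribo-Zero for succinate.

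The authors mapped paired-end reads of 150 bp onto the E. coli genome with Bowtie2, counted them per gene with featureCounts and deposited the raw counts without normalization. Between 5586759 and 8319214 reads per library were counted on genes at 0.7 mM DNP, with a median of 6654126. At 2 mM DNP, the range was 5905770 to 9749654 and the median 6555310.5. At least 10 reads were counted for 3408 to 3937 genes per library at 0.7 mM DNP and for 3704 to 3913 genes at 2 mM DNP. The tables also hold 92 ERCC spike-ins, which took 1.15% to 4.40% of the reads at 0.7 mM DNP and 1.40% to 2.65% at 2 mM DNP. The counts of replicate libraries differed by more than the sampling noise at every dose and time, with a chi-square per degree of freedom of 62.3 to 333.

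Here, the count of each RNA was divided by the geometric mean of the counts of ssrA, rnpB and gatC, and the natural log of this value was regressed on time over the 12 libraries of a dose. Values under 10 reads were left out, and an RNA needed at least 8 of its 12 values at each dose. A half-life was taken as reliable when the RNA fell with time with an R2 above 0.7 at both doses. The slopes at the 2 doses were compared for each RNA, with Benjamini-Hochberg adjustment. The same dose and time interaction was also fitted to the counts by limma with voom weights, which share the spread between RNAs. Both tests treat the libraries of a kinetic as independent, so their p values are too small where a whole kinetic deviates. The normalization, the R2 limit and the time points used are the choices that moved the numbers most. Across the RNAs with a reliable half-life, the decay constants of the 2 replicates had a Spearman correlation of 0.715 at 0.7 mM DNP and 0.831 at 2 mM DNP, where RNAs are not independent replicates.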

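The RNA-Seq counts are given per gene, so they do not separate full-length transcripts from fragments. They give the decay of the sum of both for the 8 RNAs that the paper found stabilized by RT-qPCR, 6 of which are described here. The gene of maeA (b1479, positions 1553972 to 1555669 of the NC_000913.3 chromosome) encodes a malate dehydrogenase. Its RNA had a half-life of 1.75 ± 0.339 min (SD, n = 2 kinetics) at 0.7 mM DNP and 5.38 ± 0.424 min (SD, n = 2) at 2 mM DNP. The log2 fold change was 1.64 (standard error 0.25), with an adjusted p of 1.75e-07 from limma with voom weights. For purL (b2557, positions 2691656 to 2695543), the half-life rose from 1.52 ± 0.323 min to 10.7 ± 0.678 min (SD, n = 2 each). For torS (b0993, positions 1053434 to 1056178), it rose from 1.68 ± 0.145 min to 10.5 ± 4.06 min (SD, n = 2 each). The regressions of purL and torS at 2 mM DNP had an R2 of 0.572 and 0.608, under the limit of 0.7, so these RNAs entered no adjusted comparison. The half-lives of maeA, purL and torS were longer in all 4 pairings of a 0.7 mM kinetic with a 2 mM kinetic.

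The other 3 RNAs gave no difference in half-life larger than its error. For atpC (b3731, positions 3915553 to 3915972), the replicates at 0.7 mM DNP gave 41.7 and 4.11 min, with an R2 of 0.369 for both together, and those at 2 mM DNP gave 9.15 and 11.3 min. For flu (b2000, positions 2071539 to 2074658), the regression on time had an R2 of only 0.125 at 0.7 mM DNP and 0.00773 at 2 mM DNP. The small RNA GlmZ (glmZ, b4456, positions 3986432 to 3986603) had only 8 to 35 reads per library, and its half-life was 3.78 ± 1.52 min at 0.7 mM DNP and 4.67 ± 0.244 min at 2 mM DNP (SD, n = 2 each).

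**Figure D1:**
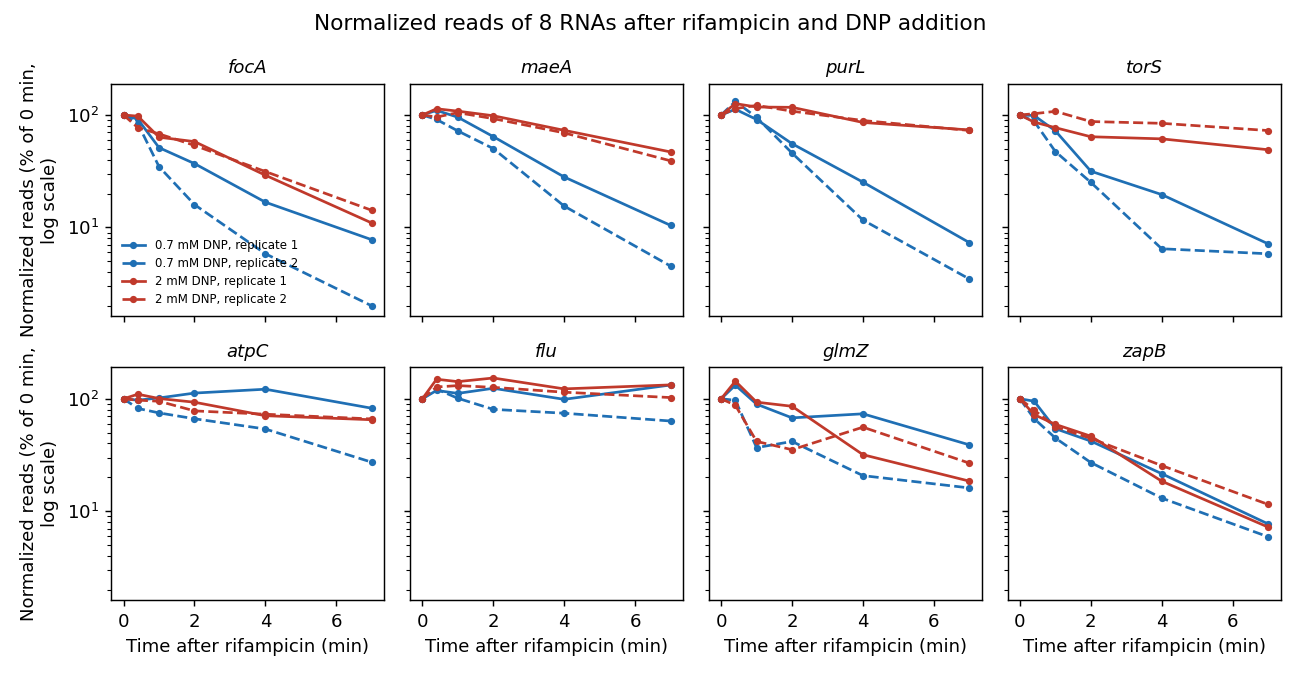
Normalized reads of the 8 RNAs, as a percentage of the value at 0 min (log scale), against the time after the addition of rifampicin and DNP (min). Each line is a kinetic, in blue at 0.7 mM DNP and red at 2 mM DNP, solid for replicate 1 and dashed for replicate 2. The lines of the 2 doses are apart at 2, 4 and 7 min for maeA, purL and torS and overlap at 4 and 7 min for atpC, glmZ and zapB. For flu, both red lines lie above both blue lines from 0.4 to 4 min and the lines overlap at 7 min.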

Based on the RNA-Seq data of the eight stabilized RNAs, we found that, depending on the RNA, full-length transcripts or RNA fragments were stabilized at low ATP levels (Fig. S6). Northern blot experiments confirmed the absence of *zapB* RNA fragments stabilized at low ATP levels (Fig. S4B). Altogether, these results demonstrate that a sharp decrease in ATP levels induces RNA stabilization for most of our selected RNAs. This stabilization was also extended to many other RNAs. 

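Enough values at both doses were available for 3654 RNAs. With each dose taken alone, whether or not the other had enough values, the half-life was reliable at 0.7 mM DNP for 2911 RNAs and at 2 mM DNP for 2318. It was reliable at both doses for 2003. Over these 2003 RNAs, the median half-life was 1.55 min at 0.7 mM DNP and 3.88 min at 2 mM DNP. The half-life was longer at 2 mM DNP for 1939 RNAs, and the median log2 fold change was 1.24, with quartiles of 0.80 and 1.68.

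The replicates taken alone gave medians of 1.70 and 1.40 min at 0.7 mM DNP and 3.64 and 4.16 min at 2 mM DNP, or 1.55 ± 0.212 min and 3.90 ± 0.368 min (SD, n = 2 kinetics each). Both medians at 2 mM DNP lay above both medians at 0.7 mM DNP (exact permutation test, two-sided, p = 0.333, the smallest that 2 kinetics against 2 allow). In the 4 pairings of a 0.7 mM kinetic with a 2 mM kinetic, the median log2 fold change ranged from 1.01 to 1.52, and 91.3% to 98.1% of the RNAs had a longer half-life at 2 mM DNP. Normalization to all genes by median-of-ratios size factors, which removes the decay that RNAs share, moved the number of reliable RNAs and the median log2 fold change most. It left 102 RNAs with a reliable half-life, with medians of 3.57 and 6.21 min and a median log2 fold change of 0.84. The median at 2 mM DNP moved most with TMM factors, to 6.29 min.

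**Figure D2:**
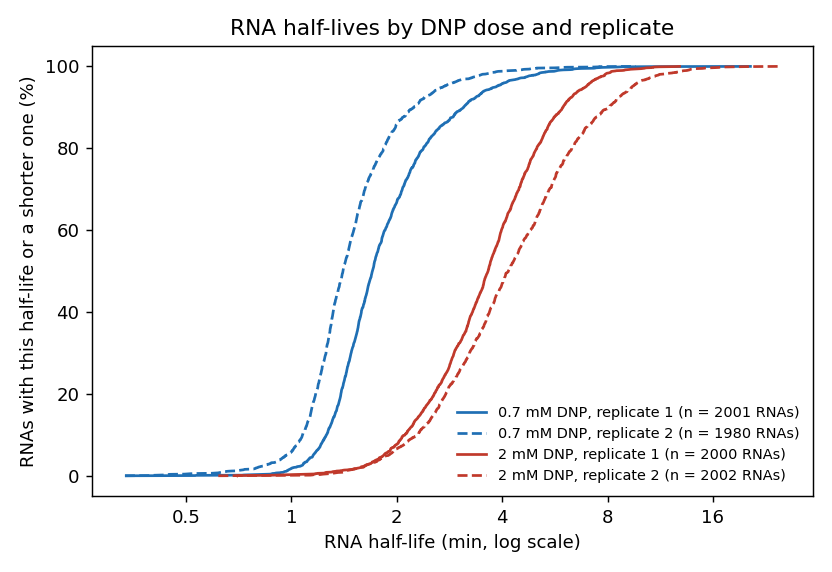
Share of the RNAs with a half-life up to the value on the x axis (min, log scale), for each kinetic, in percent. Blue lines are 0.7 mM DNP and red lines 2 mM DNP, solid for replicate 1 and dashed for replicate 2. Both red lines lie to the right of both blue lines over most of the range, with medians of 3.64 and 4.16 min against 1.70 and 1.40 min.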

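In the comparison of slopes, 1662 of the 2003 RNAs (83.0%) had a significantly longer half-life at 2 mM DNP at an adjusted p under 0.05, and 325 showed no significant difference. The model of limma with voom weights gave 1681 stabilized RNAs, and 1647 RNAs were stabilized in both tests. With each half-life fitted per kinetic, 1753 RNAs were longer-lived in all 4 pairings of kinetics. The median log2 fold change of the stabilized RNAs was 1.42. With the decay constants of the 4 kinetics as the values compared in limma, 2 against 2, 1474 RNAs were stabilized. The count moved most, to 54, under normalization by median-of-ratios size factors.

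The RNAs with the largest increases, among those past the threshold in both tests and in all 4 pairings, were gltS, mfd, ppsA, mscK and yhfK. The half-life of gltS (b3653, positions 3827460 to 3828665, a protein-coding gene) was 1.56 ± 0.123 min at 0.7 mM DNP and 13.0 ± 3.02 min at 2 mM DNP (SD, n = 2 kinetics each). Its log2 fold change was 3.03 (standard error 0.29), with an adjusted p of 5.23e-09 from limma with voom weights. It was 2.20 over 2 to 7 min. No other normalization left a reliable half-life of gltS at both doses. For mfd (b1114, positions 1170518 to 1173964), the log2 fold change was 3.01 (standard error 0.21) and the adjusted p from limma 2.13e-10. Those of ppsA, mscK and yhfK were 2.85, 2.81 and 2.77. The value of mscK rests on replicates of 7.40 and 24.8 min at 2 mM DNP. Without replicate 1 of that dose its log2 fold change was 3.93, and without replicate 2 it was 2.18. From the RNAs stabilized between the doses, the paper concludes that the stabilization seen for its selected RNAs at low ATP levels extends to many other RNAs (Fig. S7).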

We determined genome-wide RNA half-lives from RNA-Seq data and found that 1,769 RNAs were stabilized between 0.7 mM and 2 mM DNP (Fig. S7). The RNA stabilization observed at low ATP levels is likely due to the lower activity of ATP-dependent enzymes, which could act directly on RNA stability as part of the RNA degradation machinery or indirectly via other cellular processes.

**TABLE 1:** List of RNAs selected for half-life measurements by RT-qPCR^*a*^

Gene name	Gene number	Protein/RNA function	COG	CDS length (bp)	Operon	RNA concentration (AU)	*t*_1/2_ (min)	Protein cellular localization
*deaD*	b3162	ATP-dependent RNA helicase DeaD	Translation, ribosomal structure and biogenesis	1890	Yes	87	2.1	Cytosol
*focA*	b0904	Formate channel transporter FocA	Inorganic ion transport and metabolism	858	Yes	11	1.7	Inner membrane
*maeA*	b1479	Malate dehydrogenase	Energy production and conversion	1698	No	61	2.4	Cytosol
*mhpC*	b0349	2-hydroxy-6-oxononatrienedioate hydrolase	NA	867	Yes	1	3.4	Cytosol
*purL*	b2557	Phosphoribosylformylglycinamide synthetase	Nucleotide transport and metabolism	3888	No	195	1.1	Cytosol
*torS*	b0993	Sensor histidine kinase TorS	Signal transduction mechanisms	2745	No	2	1.5	Inner membrane
*atpC*	b3731	ATP synthase F_1_ complex subunit ε	Energy production and conversion	420	Yes	244	NA	Inner membrane
*flu*	b2000	Antigen 43 (Ag43) autotransporter	NA	3120	No	21	NA	Outer membrane
*glmZ*	b4456	small regulatory RNA GlmZ	NA	172	No	77	NA	NA
*aceE*	b0114	Pyruvate dehydrogenase	Energy production and conversion	2664	Yes	494	2.3	Cytosol
*argT*	b2310	Lysine/arginine/ornithine ABC transporter periplasmic binding protein	Amino acid transport and metabolism	783	Yes	31	2.6	Periplasmic space
*zapB*	b3928	Cell division factor ZapB (Z-ring)	Function unknown	246	No	50	1.7	Cytosol

^*a*^ COG: clusters of orthologous groups. NA: not available. RNA concentrations and half-lives (*t*_1/2_) are those measured in strain MG1655 by RNA-Seq in the omics study.

**Fig 4:**
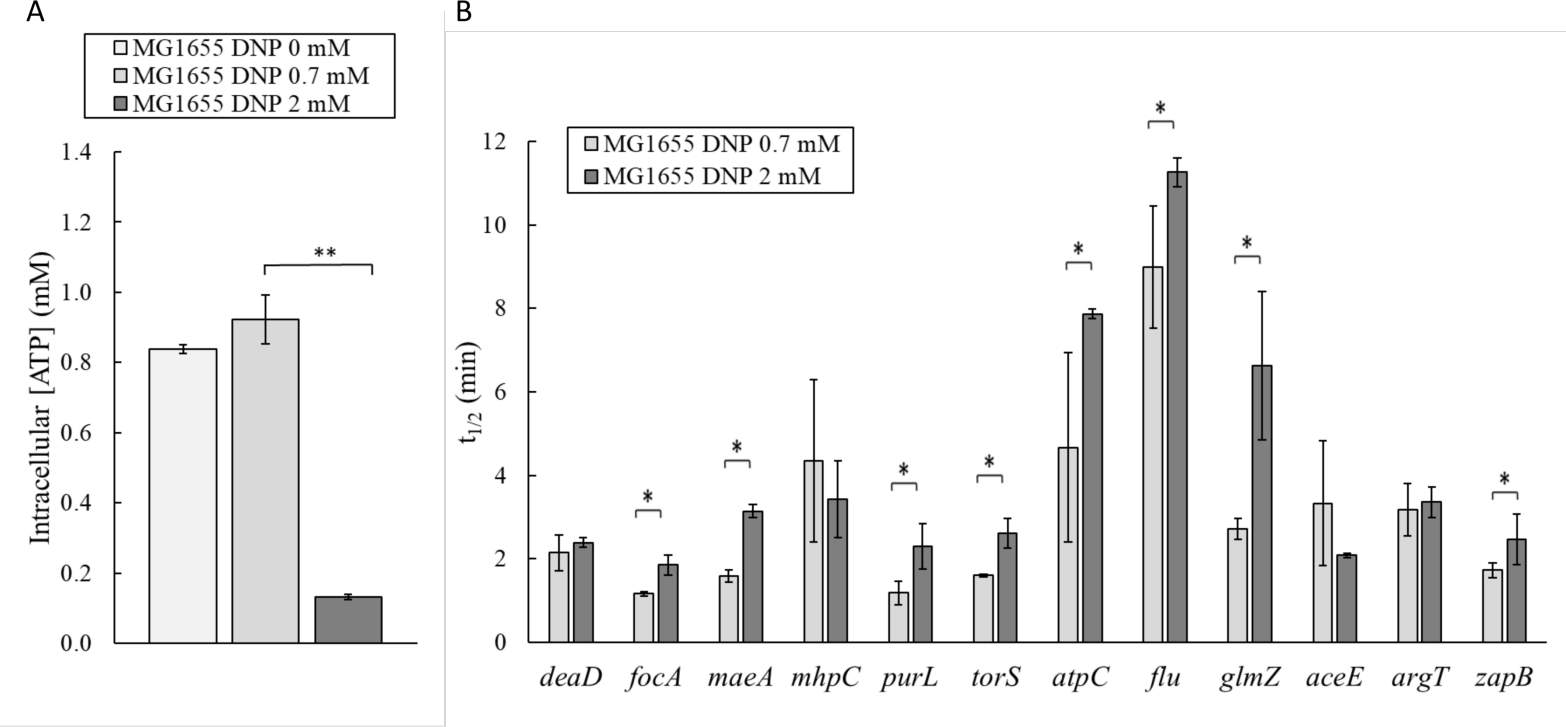
RNA stabilization at low ATP levels induced by treatment with DNP in *E. coli* cells. (**A**) ATP levels in the absence of DNP and in cells treated with 0.7 mM and 2 mM DNP. (**B**) RNA half-lives. MG1655 cells were grown in M9 succinate in flask cultures. Succinate was used instead of glucose to make the DNP-sensitive respiratory chain the main pathway for the ATP synthesis. RNA half-lives were measured by quantitative RT-PCR in cells at high (cells treated with 0.7 mM DNP) and low (cells treated with 2 mM DNP) ATP levels. Representative graphs of the quantification cycle (Cq) versus time illustrating the RNA degradation profiles are shown in Fig. S5A. *, *P* < 0.05; **, *P* < 0.01.

### Contribution of PAP I to RNA stabilization at low ATP levels

We then investigated whether PAP I might be involved in the RNA stabilization observed at low ATP levels. One explanation for this could be that ATP-consuming enzymes, notably PAP I, are inactivated by the low ATP concentrations. To specifically study the involvement of PAP I independently of any changes in the activity of other ATP-dependent enzymes in the RNA degradation machinery, we grew *E. coli* cells with high levels of ATP to saturate all ATP-dependent enzymes and then searched for RNAs that were stabilized in the absence of PAP I. The underlying idea is that RNAs stabilized in the absence of the PAP I enzyme (all other ATP-dependent enzymes being present and functional at high ATP levels) correspond to RNAs that are also stabilized at low ATP levels when PAP I activity is reduced due to low substrate availability. MG1655 and MG1655Δ*pcnB* cells with the required intracellular ATP levels (around 0.6 mM) were obtained by nitrogen-limited growth (Fig. 5A). We then compared the half-lives measured by quantitative RT-PCR of the 12 selected RNAs in MG1655 and MG1655Δ*pcnB* at similarly high intracellular ATP levels (Fig. 5B). Six RNAs (*deaD*, *mhpC*, *torS,* GlmZ, *aceE*, and *argT*) were more stable in MG1655Δ*pcnB* than in MG1655, demonstrating that the stability of these RNAs is dependent on PAP I activity. Among these RNAs, *torS* and GlmZ were also stabilized at low ATP levels in MG1655 (see above). Consequently, we can conclude that these RNAs, which are stabilized when only the PAP I enzyme is absent, were probably also stabilized when MG1655 was exposed to low ATP levels due to a limitation of PAP I activity by the availability of ATP.

**Fig 5:**
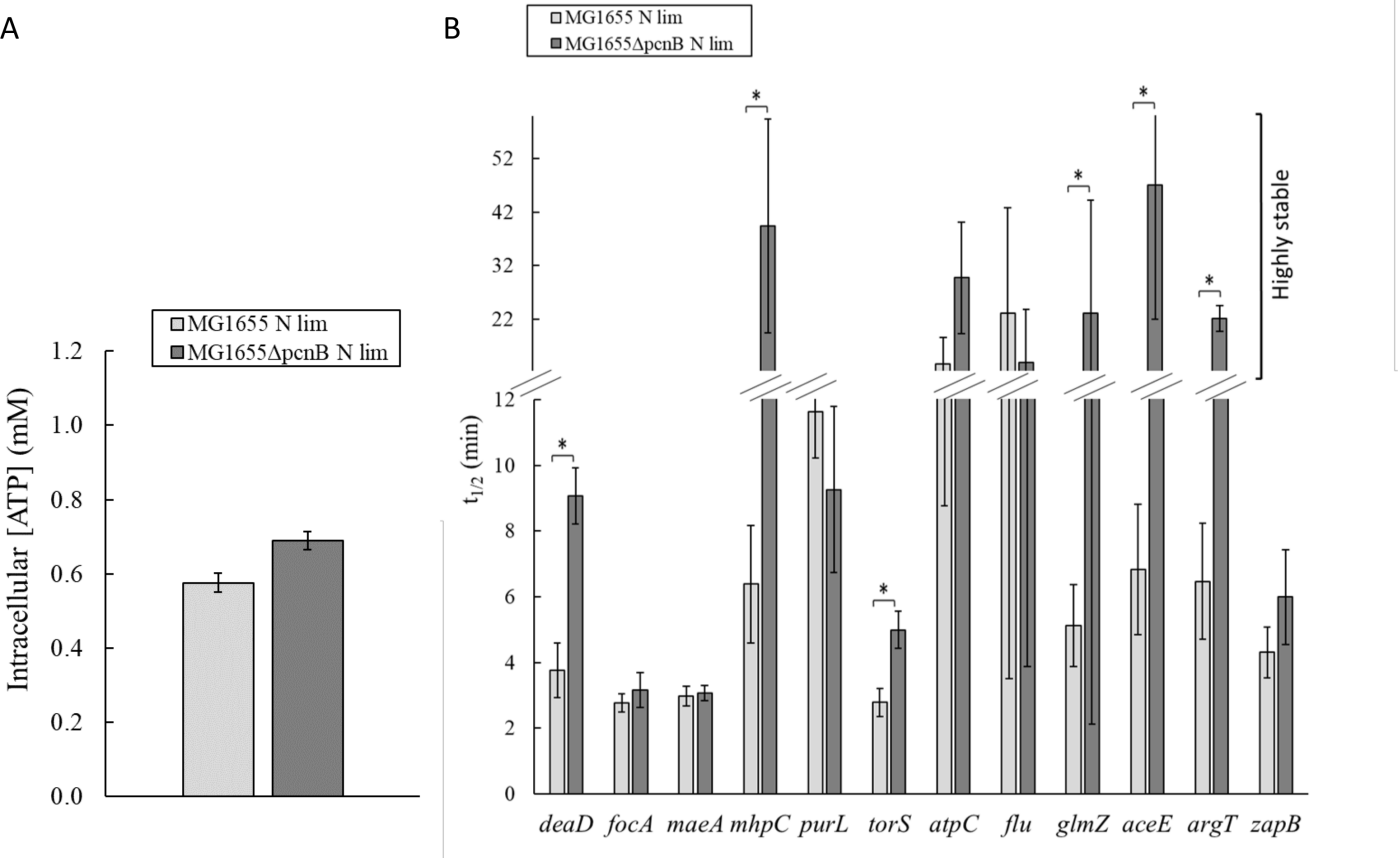
ATP levels and RNA half-lives in MG1655 and MG1655Δ*pcnB* under nitrogen limitation. (**A**) ATP levels. (**B**) RNA half-lives were measured by quantitative RT-PCR. Representative graphs of the quantification cycle (Cq) versus time illustrating the RNA degradation profiles are shown in Fig. S5B. Half-lives longer than 12 min were classified as highly stable. Cells were grown in M9 glucose limited in NH_4_Cl to obtain similar intracellular concentrations of ATP in the two strains and saturate all ATP-dependent enzymes. *, *P* < 0.05.

In contrast, six other RNAs (*focA, maeA, purL, atpC, flu*, and *zapB)* had similar half-lives in MG1655Δ*pcnB* and MG1655 at high intracellular ATP levels (Fig. 5B), indicating that they are not regulated by PAP I. However, since these RNAs were stabilized at low ATP levels in MG1655, we wondered whether this could be due to the inactivation of RhlB, which was another ATP-consuming enzyme in the RNA degradation machinery. To test this hypothesis, the half-lives of *focA*, *maeA*, *purL*, *atpC*, *flu*, and *zapB* RNAs were measured by quantitative RT-PCR and compared at high ATP levels to saturate all ATP-dependent enzymes in the presence and absence of RhlB (Fig. 6). At around 0.7 mM ATP (obtained by adding 0.7 mM of DNP), none of the RNAs were more stable in the RhlB^−^ strain than in the RhlB^+^ strain, indicating that the stability of these six RNAs does not depend on RhlB activity. Altogether, these results show that the stability of *focA*, *maeA*, *purL*, *atpC*, *flu*, and *zapB* RNAs does not vary in the absence of PAP I or RhlB. Their stabilization at low ATP levels in MG1655 must, therefore, be due to the reduced activity of another ATP-dependent enzyme, part of the RNA degradation machinery (see Discussion) or involved in other cellular processes affecting RNA stability, such as translation.

**Fig 6:**
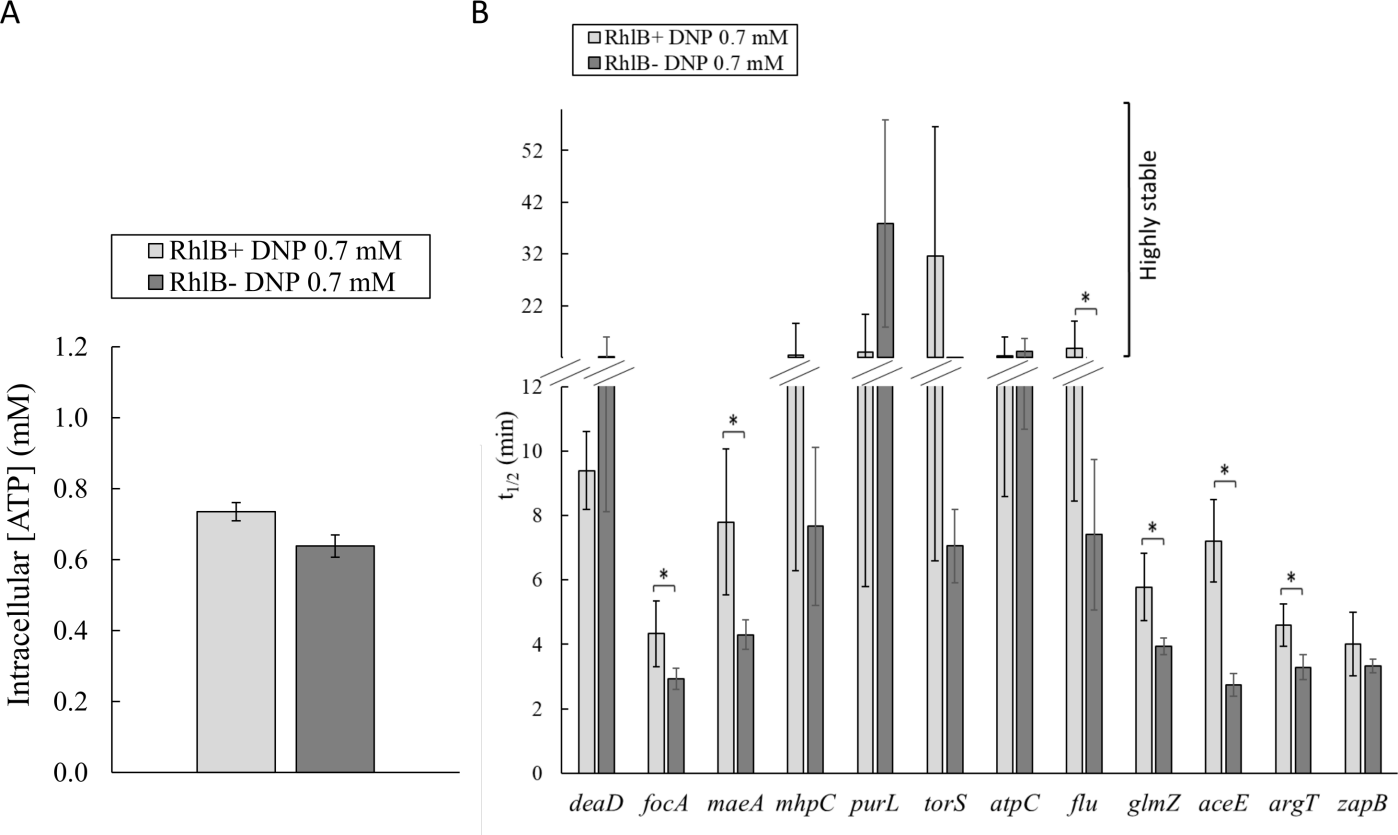
ATP levels and RNA half-lives in the presence or absence of RhlB. (**A**) ATP levels. (**B**) RNA half-lives were measured by quantitative RT-PCR. Representative graphs of the quantification cycle (Cq) versus time illustrating the RNA degradation profiles are shown in Fig. S5C. Cells were grown in M9 succinate in flask cultures treated with 0.7 mM DNP. Succinate was used instead of glucose to make the DNP-sensitive respiratory chain the main pathway for ATP synthesis. Half-lives longer than 12 min were classified as highly stable. *, *P* < 0.05.

### Correlation between ATP levels and RNA stability depends on ATP levels

To analyze the correlation between ATP levels and RNA stability, we complemented our data on ATP levels and RNA half-lives in DNP-treated strains grown in M9 succinate, with measurements under new conditions to generate a 3 × 6 matrix of three DNP treatments (no, low concentration, and high concentration treatment) and six strains, namely, wild-type MG1655 and five strains with mutations in the RNA degradation machinery (absence of PAP I, inactivation or not of RhlB, and overexpression or not of PAP I; Fig. 7; Table S3). We observed RNA stabilization when ATP levels were reduced, but only for ATP concentrations below 0.5 mM. Above 0.5 mM, changes in ATP levels were not associated with any significant change in RNA stability.

**Fig 7:**
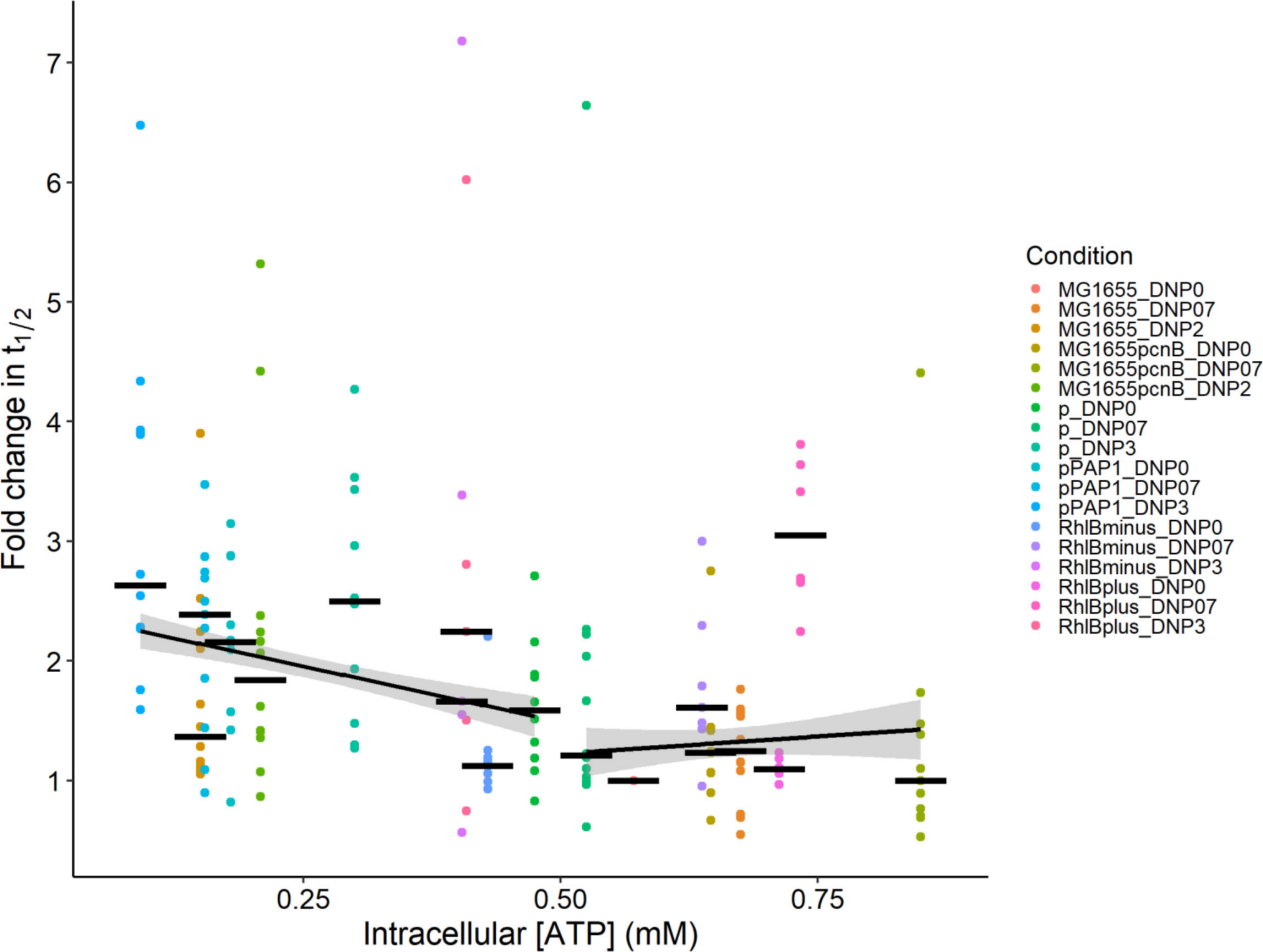
Correlation between ATP levels and RNA stability. ATP levels and the half-lives of 12 selected RNAs were performed in the presence of no, low (0.7 mM), and high (2–3 mM) concentrations of DNP in M9 succinate for strains MG1655, MG1655Δ*pcnB*, RhlB^+^, RhlB^−^, MG1655Δ*pcnB*/p, and MG1655Δ*pcnB*/pPAP I (values in Table S3). The half-life of each RNA was measured by quantitative RT-PCR and expressed as a fold change relative to the value in MG1655 grown without DNP. Representative graphs of the quantification cycle (Cq) versus time illustrating the RNA degradation profiles are shown in Fig. S5. Data points are colored by condition, and the 18 conditions are listed on the figure to specify the strains and DNP treatments used. The median value of all the points in a given condition is indicated by a horizontal black bar. Segmented linear regressions on median values are shown in black, and the associated standard error ribbons are depicted in gray. The difference in slope (a slope value of −1.9 for ATP levels < 0.5 mM *versus* a slope value of 0.5 for ATP levels > 0.5 mM) was significant (*P* = 3.2E^−3^) using Student’s *t*-test.

## DISCUSSION

This study is the first genome-wide investigation of the effect of PAP I activity on RNA stability in *E. coli* or any other bacterium. Our results clearly demonstrate that PAP I plays a significant role in regulating RNA stability across the genome as a whole. Absence of PAP I was associated with an overall stabilization of RNAs in *E. coli*, with 1,403 RNAs becoming more stable and only four becoming less stable. Enzymes of the degradation machinery other than PAP I should not be involved in this overall RNA stabilization because of their constant gene expression. We found that depending on the RNA, full-length molecules or decay fragments were stabilized in absence of PAP I. This confirms that PAP I polyadenylation can affect both decay intermediates and full-length transcripts (15, 37). Full-length transcripts may accumulate because of a slowdown in the initiation of their degradation triggered by 3′ exoribonucleases. Decay fragment stabilization may occur because of a slower turnover when RNA degradation is initiated by endoribonucleolytic cleavage. Decay fragments can be non-functional and therefore probably have less impact on gene expression than the stabilization of functional full-length transcripts. The effect of the type of stabilized RNA molecules on the regulation of gene expression and on the physiology of *E. coli* cells in the absence of PAP I could be studied more closely, gene by gene, using proteomic approaches.

Functional analysis of the stabilized transcripts showed that they are involved in essential biological functions (e.g*.,* replication, recombination, and DNA repair and translation). These stabilized transcripts included members of several two-component systems, including systems involved in specific environmental stress response but not in the general stress response. We, therefore, ruled out a global stabilization of RNAs due to the general response to stress. Inactivation of PAP I also stabilized transcripts involved in flagellum assembly. These effects could be related to the phenotypic features of the *pcnB* mutant, such as its different sensitivity to stress (15, 24, 38, 39) and decreased motility on soft agar (39). These results highlight the fact that PAP I polyadenylation regulates the stability of transcripts involved in a broad range of biological functions in *E. coli*, with a potentially major impact on cell physiology.

We found that global RNA stabilization in MG1655Δ*pcnB* grown on glucose was associated with almost 20% reductions in growth rate and ATP levels. We can rule out that the overall stabilization of the RNAs is the result of the reduction in growth rate in the *pcnB* mutant. RNA stabilization as a function of growth rate is indeed low when the growth rate remains above 0.4 h^−1^ (26), which is the case for the two strains, MG1655 and MG1655Δ*pcnB*, with 0.7 and 0.57 h^−1^, respectively. We also identified only a very limited number of RNAs (*glyS, fruB, glyQ, cysK, yqjH, tnaA, ulaE, prfB*, and *fabA*) stabilized in MG1655Δ*pcnB* and also stabilized when the growth rate decreased from 0.63 to 0.4 h^−1^ (26). Conversely, RNA stabilization can lead to a reduction in growth by reduced release of ribonucleotides when RNA degradation is affected in the *pcnB* mutant, which could limit the synthesis of deoxyribonucleotides and, in turn, DNA synthesis and growth (40). The decrease in ATP levels in MG1655Δ*pcnB* is rather surprising because, in the absence of PAP I, ATP is no longer consumed by the polyadenylation process, and the reduced growth rate may indicate a reduction in growth-related energy demand. Given that several di/triphosphate nucleotide synthesis and consumption pathways co-exist in *E. coli* (KEGG Database, eco00230 for purine metabolism and eco00240 for pyrimidine metabolism), further experiments to compare nucleotide pools and intracellular energy fluxes in the presence and absence of PAP I are required to fully understand the interaction between RNA polyadenylation, ATP levels, and growth rates.

Data in the literature suggest a potential connection between energy status/growth rate and RNA stability regulation in *E. coli* cells (26–29). Our analyses of a selection of RNAs and of the whole RNA population after DNP treatment provide the first evidence of RNA stabilization induced by a sharp decrease in ATP levels in *E. coli* MG1655, with a clear causal link between low ATP levels and RNA stabilization. This causal link has only previously been established in *M. smegmatis* cells (30). In our measurements of ATP levels and RNA half-lives in MG1655 and strains with mutations in the RNA degradation machinery, the stabilizing effect of low ATP levels was only observed below 0.5 mM. This implies that the RNA stabilization observed in the omics study of MG1655Δ*pcnB* at an ATP concentration above 1 mM was not due to any ATP-level effect on the activity of the RNA degradation machinery.

The ATP level threshold, below which RNA stabilization was observed, that is, 0.5 mM, is very close to the Km range reported for PAP I (0.13 mM) and the RNA helicase DbpA (0.33 mM) (41, 42). RNA stabilization at low ATP levels (e.g*.*, after 2 mM DNP treatment during growth on succinate) may, thus, be explained by a decrease in the activity of PAP I and RhlB, two ATP-consuming enzymes involved in RNA degradation, due to low substrate availability. We found several RNAs whose stability is indeed PAP I-dependent, including *torS* and GlmZ RNAs, which are destabilized by PAP I. The stability of GlmZ sRNA was already known to be indirectly regulated by PAP I through the polyadenylation of GlmY sRNA (17). The effect of PAP I on *torS* mRNA does not seem to have been reported before, and it is not clear whether this is a direct or an indirect effect. We also identified six RNAs (*focA*, *maeA*, *purL*, *atpC*, *flu*, and *zapB*) whose stabilization at low ATP levels did not depend on PAP I activity. For these RNAs, we also excluded a stabilizing effect of RhlB inactivation at low ATP levels. However, we cannot exclude a possible effect of RhlB inactivation on other RNAs that were not investigated here. Although our results indicate that the stabilization of the six RNAs is not related to an ATP effect via substrate limitation of PAP I and RhlB activity, low ATP levels may affect the activity of other enzymes in the RNA degradation machinery: ATP may directly act on RNases as an effector (as with RNase R, which binds but does not hydrolyze ATP for helicase activity *in vitro* [43]) or indirectly via still unknown mechanisms.

At the physiological level, under energy-limited conditions, RNA stabilization could be a means of saving energy by reducing RNA turnover. RNA turnover involves three energy-demanding steps: RNA synthesis, RNA degradation, and regeneration of nucleoside triphosphates from the nucleoside mono- or diphosphates released by degradation. Our study provides evidence that PAP I is involved in reducing RNA turnover at low ATP levels by inactivation-induced stabilization of certain RNAs. This result illustrates how the RNA polyadenylation activity of PAP I links the regulation of RNA stability to energy status in *E. coli*.

## MATERIALS AND METHODS

### Strains and media

The strains and plasmids used in this study are listed in Table 2. We used *E. coli* MG1655 and its derivative MG1655Δ*pcnB*, carrying an inactivated *pcnB* gene, which encodes PAP I (39). PAP I overexpression was obtained by transforming MG1655Δ*pcnB* with the pBMK11 plasmid, carrying *pcnB* under an IPTG-inducible P_lac_ promoter or the empty plasmid pBMK14 as a control (25). These strains are referred to as MG1655Δ*pcnB*/pPAP I and MG1655Δ*pcnB*/p, respectively. RhlB was inactivated by the point mutation DQAD in the DEAD box. First, DNA fragments with appropriate 3′ and 5′ extensions synthesized by PCR using genomic DNA as template were inserted into the chromosome of NCM3416 by λ Red recombination (44). The coding sequence extending from the DEAD-box to the 3′ end of the *rhlB* gene (residues 166–421) was deleted by insertion of a *cat* cassette (from pKD3) into NCM3416 to create strain SAJ102. Second, the *rhlB* deletion was repaired in strain SAJ103 by insertion of a *rhlB(DQAD)-kan* DNA fragment that was synthesized by cross-over PCR. The construct was validated by PCR of genomic DNA and sequencing. The *kan* gene (from pKD4), which lacks a promoter and flanking *frt* sites, is co-transcribed with *rhlB*. The genomic fragment containing the *kan* gene was amplified from SAJ103 and used to transform NCM3416 carrying plasmid pKD46 to obtain strain SCR101, with the *kan* gene right after the *rhlB* gene and an intact DEAD box. RhlB^+^ and RhlB^−^ were then constructed in MG1655 by P1-mediated transduction from SCR101 and SAJ103, respectively. Transductants were selected with kanamycin and confirmed by PCR and sequencing. DNA primers are listed in Table S2.

**TABLE 2:** List of the strains and plasmids used in this study

Strain or plasmid	Genotype or features	Source or reference
Strains		
MG1655	*E. coli* K-12, F−, λ−, *rph-1*	CGSC
MG1655Δ*pcnB*	MG1655, Δ*pcnB::kan*	(39)
NCM3416	*E. coli* K12, F−, λ−, *rph*+, *zib*-207::Tn10	(45)
SAJ102	NCM3416, *rhlBΔ(166-421)::cat*	This work
SAJ103	NCM3416, *rhlB(DQAD)− kan*	This work
SCR101	NCM3416, *rhlB(DEAD)− kan*	This work
RhlB^+^	MG1655, *rhlB(DEAD)− kan*	This work
RhlB^−^	MG1655, *rhlB(DQAD)− kan*	This work
Plasmids		
pBMK11	Carries *pcnB* under the IPTG-inducible *lac* promoter	(25)
pBMK14	Same as pBMK11 but without *pcnB*	(25)
pKD3	Chloramphenicol resistance	(44)
pKD4	Kanamycin resistance	(44)
pKD46	ts origin, ampicillin resistance, λ Red recombinase	(44)

The strains were grown in M9 minimal medium, as previously described (26). M9 medium was supplemented with 16.7 mM glucose (M9 glucose) or 85 mM of succinate (M9 succinate). The medium was supplemented with chloramphenicol (20 µg/mL) and IPTG (1 mM) if required. Nitrogen limitation was achieved by 6 h of culture in M9 glucose medium containing a six-fold reduced NH_4_Cl concentration (0.34 g/L).

### Growth conditions on glucose

After overnight precultures in M9 glucose, cells were washed twice with NaCl 9 g/L and used to inoculate 1.8 L of M9 glucose at OD_600_= 0.1 in a Biostat B+ bioreactor. Temperature was regulated at 37°C and pH at 7, and dissolved oxygen pressure was set to a minimum of 30%. When OD_600_ reached 1.2, samples were collected for transcriptomic analysis; this time point was defined as the reference time point (T0) for half-life measurements. Rifampicin (0.5 g/L) was then added to the culture to inhibit transcription initiation, and cells were sampled at different times and frozen in liquid nitrogen. These experiments were repeated thrice on independent cultures for each strain.

### Growth conditions on succinate and treatments with rifampicin and DNP

After overnight growth in M9 glucose, cells were washed with M9 succinate and used to inoculate Erlenmeyer flasks with M9 succinate supplemented with chloramphenicol and IPTG if required at OD_600nm_= 0.1. At OD_600nm_= 0.8, rifampicin (0.5 g/L) was added, and cell samples were taken over time and rapidly frozen in liquid nitrogen. When required, cells were treated with either 0.7, 2, or 3 mM 2,4-dinitrophenol (DNP). Rifampicin and DNP were added simultaneously for MG1655, MG1655Δ*pcnB*, M1655pcnB/p, and MG1655Δ*pcnB*/pPAP I. Rifampicin was added 15 min after DNP treatment for RhlB^+^ and RhlB^−^ to allow ATP levels to decrease. All experiments were performed in biological duplicates and technical triplicates for all strains.

### RNA extraction

For experiments on glucose, after thawing and centrifugation, the cells were suspended in Tris–EDTA buffer and lysed mechanically with glass beads in the presence of phenol. Total RNA was extracted with TRI Reagent (Sigma Aldrich) from 12 samples from the three biological replicates as follows: for MG1655, T0, 0.5, 2 and 4 min for the first replicate; T0, 1, 2.5 and 5 min for the second replicate; and T0, 1.5, 3 and 7 min for the third replicate; for the *pcnB* mutant, T0, 1, 3 and 7 min for the first replicate; T0, 0.5, 1.5 and 5 min for the second replicate; and T0, 2, 4 and 11 min for the third replicate. DNA contamination was removed with Turbo DNase treatment (Invitrogen). For experiments on succinate, after mechanical lysis with glass beads, total RNA was extracted using RNeasy Mini Kit (Qiagen) at times T0, 0.4, 1, 2, 4, and 7 min for the two biological replicates. DNA contamination was removed by DNase I treatment.

### RNA-Seq

For experiments on glucose, total RNA was ribodepleted using riboPOOLs Kit (siTOOLs Biotech). Subsequently, 10 ng ribodepleted RNA was further used to construct a sequencing library using Ion Total RNA-Seq Kit v2 and Ion Xpres RNA-Seq Barcode Kit (Thermo Fisher Scientific). The library was constructed according to the manufacturer’s protocol. Next, 15 pg/µL of each library was amplified by emulsion PCR on Ion One Touch 2 instrument. Then, a 100 base pair (bp) single-end library was sequenced on Ion GeneStudio S5 System with Ion 540 Chip at the GeT-BioPuces platform (http://get-biopuces.insa-toulouse.fr/). For experiments on succinate, total RNA was ribodepleted using Ribo-Zero Kit (Illumina). A paired-end 150 bp sequencing strategy was performed on Illumina PE150 platform (Novogene). Reads were mapped onto the *E. coli* genome (version NC_000913.3, GenBank) with the tmap routine in Torrent and Bowtie2 for Illumina sequencing. Counting was performed with HTSeq-count for ion torrent sequencing and featureCounts for Illumina sequencing. The linearity range between the number of reads and the RNA concentration was established above 10 reads using Ambion ERCC RNA spikes. To account for a potential effect of the read cutoff values, we compared the numbers of RNAs with reliable half-life, stabilized RNAs, and destabilized RNAs when using read cutoff values of 10 and 100 (Table S4). 

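With a cutoff of 100 reads in place of 10, 2201 RNAs had enough values at both doses of DNP and 1231 had a reliable half-life. Of these, 1047 were stabilized at 2 mM DNP (85.1%) and 12 were destabilized (0.975%) in the comparison of slopes. At the cutoff of 10 reads, the share of destabilized RNAs was 0.799%. The stabilized RNAs at both cutoffs were 1039 in number, and 12 RNAs were destabilized at both. limma with voom weights gave 1061 stabilized and 12 destabilized RNAs at the cutoff of 100. A reliable half-life at this cutoff needs at least 8 of 12 libraries with 100 reads, which removes RNAs that decay to low counts within 7 min.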

Increasing the read cutoff value decreased the number of reliable RNA half-lives, but did not substantially alter the proportion of stabilized and destabilized RNAs.

### Transcriptome

For the transcriptome analysis on T0 samples, transcripts with fewer than 10 reads in five of six samples were excluded from the analysis, as were duplicated genes and overlapping genes with at least 50 bp in common. Trimmed mean of M values normalization was applied to correct for experimental variations (46). Differential RNA concentrations were evaluated using an exact test for a difference in means between two groups of negative binomial random variables (46). The *P* values were adjusted for multiple testing using the Benjamini and Hochberg false discovery rate method (47). Differences in RNA concentrations were considered significant at *P* < 0.01.

### Genome-wide determination of RNA half-lives

Genome-wide measurements of RNA half-lives were performed using 12 sets of RNA-sequencing data (T0 samples and time points after rifampicin addition). 

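The variance in rank of each gene was computed from the succinate counts. Over the 24 libraries, ssrA (b2621), rnpB (b3123) and gatC (b2092) had the lowest variances in rank, 0, 0.114 and 0.563, and the next gene, aceB, had 11.4. They also took the first 3 positions within the 12 libraries of each dose. ssrA is transfer-messenger RNA (positions 2755593 to 2755955) and rnpB is the RNA of RNase P (positions 3270216 to 3270592). The gatC gene (positions 2172921 to 2174278) is annotated as a pseudogene. Because other RNAs decay, the share of the 3 genes among all reads ranged from 8.38% to 46.0% of a library at 0.7 mM DNP and from 13.5% to 38.4% at 2 mM DNP.

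Relative to the ERCC spike-ins, the geometric mean of the 3 genes changed between 0 and 7 min by a factor of 0.939 and 1.31 in the replicates at 0.7 mM DNP, and of 1.22 and 1.01 at 2 mM DNP. The 3 genes moved apart in replicate 2 at 0.7 mM DNP, where ssrA rose by a factor of 2.07 and rnpB by 2.12 while gatC ended at 0.518 of its first value. gatC ended below its first value in 3 of the 4 kinetics.

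**Figure D3:**
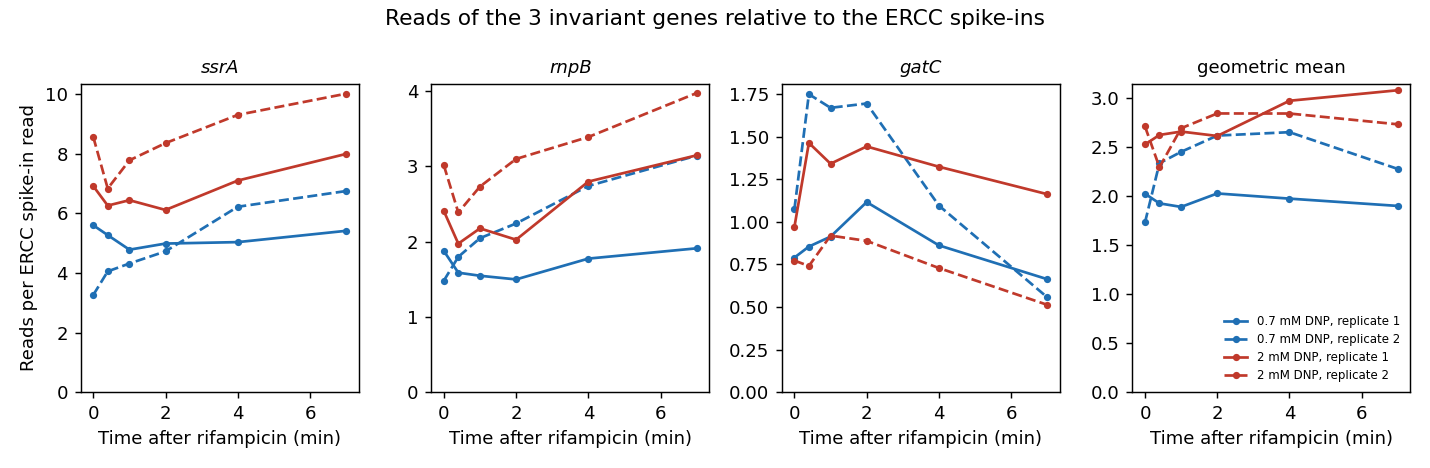
Reads of ssrA, rnpB, gatC and their geometric mean per ERCC spike-in read, against the time after rifampicin (min). Each line is a kinetic, in blue at 0.7 mM DNP and red at 2 mM DNP, solid for replicate 1 and dashed for replicate 2. The geometric mean ranges from 1.73 to 3.08 over the 24 libraries.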

The sequencing data were normalized using the first three invariant genes in each strain (genes with the lowest variance in rank between sequencing data sets, namely, b2621 (*ssrA*), b2911 (*ssrS*), and b3760 (*aspT*) on glucose and b2621 (*ssrA*), b3123 (*rnpB*), and b2092 (*gatC*) on succinate. The linear regression coefficient (*k*) of log(RNA) = log(*a*_0_) − *k* × *t*, with *a*_0_ as the RNA concentration at *T*_0_, and the associated coefficients of determination (*R*^2^) were calculated for each RNA species. The values obtained for *k* were only considered reliable if the associated *R*^2^ was >70%. RNA half-lives (*t*_1/2_) were obtained from *k* using the relationship *t*_1/2_ = ln2/*k* and compared using *t*-tests. Differences were considered statistically significant if the adjusted *P* value was <0.05. The stabilized and destabilized RNAs in MG1655Δ*pcnB* versus MG1655 and the associated concentrations, are listed in Table S1.

### Estimation of RNA half-lives by quantitative PCR

A 5 µg sample of the total RNA was then retrotranscribed using SuperScript II Reverse Transcriptase and RNase H (Invitrogen), and complementary DNA was purified on MicrospinG-25 (Cytiva). Quantitative PCR was performed with the primer pairs listed in Table S2 using IQTM SYBR Green Supermix (Biorad). Fluorescence was read using LightCycler 480 II (Roche). Each quantification was performed in technical duplicates. Primer specificity was determined on a standard range of genomic *E. coli* MG1655 DNAs and ranged from 85 to 95%. The RNA quality was checked using Bioanalyzer 2100 (Agilent). The linear regression coefficient (*k*′) of *C*_*q*_ (quantification cycle) versus time (six points) and its associated coefficient of determination, *R*^2^, were calculated for each RNA species, for each DNP treatment condition, and for each strain. The values obtained for *k*′ were only considered reliable if the associated *R*^2^ was >50%. RNA half-lives were obtained from *k*′ using the relationship *t*_1/2_= 1/*k*′. RNAs with a half-life greater than 12 min or so stable that the half-life could not be reliably quantified were classified as very stable. Differences in half-lives were tested for statistical significance using Wilcoxon–Mann–Whitney tests on two biological replicates and two technical replicates.

### ATP quantification

ATP levels were determined using BacTiter-Glo Microbial Cell Viability Assay Kit (Promega). After centrifugation of 0.8 mL of culture, the cell pellet was resuspended in 0.8 mL of DNP-supplemented growth medium. Samples (75 µL) were transferred to a black 96-well plate containing 125 µL of a BacTiter Glo reagent, shaken for 10 s, and incubated for 5 min at room temperature. Luminescence was measured using a Synergy H1 Microplate reader (BioTek). ATP quantification using BacTiter-Glo Microbial Cell Viability Assay Kit was validated by ion chromatography–mass spectrometry MS/MS measurements using a protocol described previously (48). Intracellular ATP levels were expressed in mM considering 8 × 10^11^ cells/L at OD_600_ = 1 and an intracellular volume of 3 fL per cell (49). Differences in ATP levels were tested for statistical significance using Wilcoxon–Mann–Whitney tests on two biological replicates and three technical replicates.

### Functional enrichment

Functional categories enriched in transcript subgroups were determined using the hypergeometric test with the COG of proteins database. Enrichments were considered significant at *P* < 0.05.

## Data Availability

Raw and processed RNA-seq data have been deposited in the Gene Expression Omnibus data repository and are accessible with GEO accession number GSE248472 for glucose experiments and with GEO accession number GSE272651 for succinate experiments.

# Supplementary material for: RNA stability is regulated by both RNA polyadenylation and ATP levels, linking RNA and energy metabolisms in Escherichia coli
**Source:** mBio. 2024 Nov 29;16(1):e02680-24. doi: 10.1128/mbio.02680-24
**Supplement:** Supplemental material — Table S1 and S3 captions; Tables S2 and S4; Fig. S1–S7.

## Supplemental Material

**Table S1 (excel file): Stabilized and destabilized RNAs in the MG1655 $\Delta$ *pcnB* strain.** NA: not available, FC: fold change, AU: arbitrary unit. UP/DOWN: RNAs with up-regulated/down-regulated expressions among the 1,403 stabilized and four destabilized transcripts (for significant  $P$  value  $< 0.01$ ). COGs: clusters of orthologous groups : [J], translation, including ribosome structure and biogenesis; [L], replication, recombination, and repair; [K], transcription; [O], molecular chaperones and related functions; [M], cell wall structure and biogenesis and outer membrane; [N], secretion, motility, and chemotaxis; [T], signal transduction; [P], inorganic ion transport and metabolism; [C], energy production and conversion; [G], carbohydrate metabolism and transport; [E], amino acid metabolism and transport; [F], nucleotide metabolism and transport; [H], coenzyme metabolism; [I], lipid metabolism; [D], cell division and chromosome partitioning; [R], general functional prediction only; and [S], no functional prediction.

**Table S2: Primers used in the study.**

| Primers used in RT-qPCR                          |                                                                 |                                    |                                    |
|--------------------------------------------------|-----------------------------------------------------------------|------------------------------------|------------------------------------|
| Gene name                                        | Gene number                                                     | Forward primer sequence (5'--> 3') | Reverse primer sequence (5'--> 3') |
| <i>focA</i>                                      | b0904                                                           | ACAGGCACAATGCCCTTCGG               | GCCCACTCGCCTTAGCAACAAC             |
| <i>torS</i>                                      | b0993                                                           | GATGGCGCTGTAAACCCTGACC             | GCTGGCTTCGCTCAACTGGC               |
| <i>maeA</i>                                      | b1479                                                           | GCTGGCCCTGTACTGCTGGAAT             | CCATGCTCGTTCCGCTTGTTTC             |
| <i>purL</i>                                      | b2557                                                           | CCGAATCAACAACTGCTGGCA              | GGCGTTCAAGTTGTGCGTGCT              |
| <i>mhpC</i>                                      | b0349                                                           | CCGCCACCAGCCGTTTTCT                | TTCGCCCAGCCAGTAGCACC               |
| <i>deaD</i>                                      | b3162                                                           | GCAGATCTGGGCCTGAAGGCT              | CATACCCAGAACGTCGCGGC               |
| <i>flu</i>                                       | b2000                                                           | GTGTGGCGGTTGCACTGTCT               | TTTGCCAGTGTTCCGCCGTT               |
| <i>aceE</i>                                      | b0114                                                           | GCGTCCTTCCAGTCTTCCGC               | GGGGAGATGTGGCCCTGGAA               |
| <i>atpC</i>                                      | b3731                                                           | GCAATTCGCGGCCAGGATCT               | CAGTTCCGCAGACGCCTGAG               |
| <i>argT</i>                                      | b2310                                                           | ACGCTAACGAGACCTGGCGT               | CGCAGCATCCAGACGTCCTG               |
| <i>zapB</i>                                      | b3928                                                           | CCCAGCATCAGCGCGAAGAG               | CCTCTTCCATGCGACCCAGC               |
| <i>glmZ</i>                                      | b4456                                                           | CGGAATGACGCAGAGCCGTTTA             | TGGGTGCTTCACTCAACGTTGT             |
| Primers used to construct the <i>rhIB</i> mutant |                                                                 |                                    |                                    |
| Name                                             | Sequence (5'--> 3')                                             |                                    |                                    |
| OAJ18e                                           | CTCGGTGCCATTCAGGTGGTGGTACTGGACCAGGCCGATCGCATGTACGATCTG          |                                    |                                    |
| OAJ19e                                           | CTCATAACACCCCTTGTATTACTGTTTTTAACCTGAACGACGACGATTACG             |                                    |                                    |
| OAJ21s                                           | GATACAGTTTGAATGATTTTGAGTATG                                     |                                    |                                    |
| OAJ22e                                           | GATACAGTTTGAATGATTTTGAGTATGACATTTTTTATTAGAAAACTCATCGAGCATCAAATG |                                    |                                    |
| OAJ31                                            | CGCAAGCGGTCACTCTATCAG                                           |                                    |                                    |
| OAJ32                                            | CATACAGCGACGAGGTGGAAC                                           |                                    |                                    |
| OAJ74                                            | GCCGATCGCAAGGTGAATCAG                                           |                                    |                                    |
| OAJ54                                            | CGCCTGTCAATAAACCGACAC                                           |                                    |                                    |

**Table S3 (excel file): Correlation between ATP levels and RNA stability.** ATP levels and the half-lives of 12 selected RNAs were performed in the presence of no, low (0.7 mM), and high (2–3 mM) concentrations of DNP in M9-succinate for strains MG1655, MG1655 $\Delta$ *pcnB*, RhIB<sup>+</sup>, RhIB<sup>−</sup>, MG1655 $\Delta$ *pcnB*/p, and MG1655 $\Delta$ *pcnB*/pPAP I. The half-life of each RNA was normalized by its value in MG1655 grown without DNP.

**Table S4: Effect of read cutoff values on RNA half-life determination.** RNA half-lives ( $t_{1/2}$ ) were obtained from the linear regression coefficient,  $k$ , of  $\log(\text{RNA}) = \log(a_0) - k * t$ , with  $a_0$  the RNA concentration at  $T_0$ , using the relationship  $t_{1/2} = \ln 2/k$ . RNA half-lives were only considered reliable if the associated  $R^2$  was  $>70\%$ . Half-lives were compared using t-tests, and differences were considered statistically significant if the adjusted  $P$  value was  $<0.05$ .

|                                                                        | 10 read<br>cutoff | 100 read<br>cutoff |
|------------------------------------------------------------------------|-------------------|--------------------|
| RNA with reliable half-life in MG1655 and MG1655 $\Delta pcnB$         | 2627              | 1973               |
| Stabilized RNA in MG1655 $\Delta pcnB$ versus MG1655                   | 1403              | 1142               |
| Destabilized RNA in MG1655 $\Delta pcnB$ versus MG1655                 | 4                 | 2                  |
| RNA with reliable half-life in MG1655 treated with 0.7 mM and 2 mM DNP | 2189              | 1635               |
| Stabilized RNA at 2 mM DNP versus 0.7 mM DNP                           | 1769              | 1422               |
| Destabilized RNA at 2 mM DNP versus 0.7 mM DNP                         | 15                | 12                 |

**Supplementary Figure S1. Effects of delay and residual RNA concentration on the determination of RNA half-life.** RNA half-lives determined using a simple linear model as in this study were compared with those obtained when considering a delay  $\alpha$  before the onset of the exponential decay with a residual RNA concentration  $b$  and without ( $b = 0$ ) at the end of the decay process, according to the following equations (1, 2):

$$\text{RNA}(t) = a_0, \text{ if } 0 < t < \alpha,$$

$$\text{RNA}(t) = b + (a_0 - b)e^{-k*(t-\alpha)}, \text{ if } t \geq \alpha.$$

The parameters  $a_0$ ,  $b$ ,  $k$ , and  $\alpha$  were estimated using the nls function of the R programming language after log transformation of RNA levels. Half-lives were considered as accurate enough when the coefficient of variation of RMSE divided by the mean of the observed values (RMSE being the sum of the square roots of the residuals of the model divided by the number of values) was below 0.3.

In Figure S1, RNA half-lives without delay were plotted against RNA half-lives with a delay estimated with or without  $b$  in the two strains MG1655 and MG1655 $\Delta pcnB$ . In Figure S1A, only a delay before the onset of the exponential decay ( $b=0$ ) was considered. The insets are histograms of the delay values. In Figure S1B, a delay before the onset of the exponential decay plus a residual RNA concentration  $b$  at the end of the decay process were considered. The insets are histograms of the  $b/a_0$  values. The half-lives estimated with delay were compared between the two strains, MG1655 and MG1655 $\Delta pcnB$ , in box plots, where data points are shown in black, outliers in gray, and median values in red. Wilcoxon–Mann–Whitney test, \*\*\* $P < 0.001$ . The linear regression line is shown in blue.

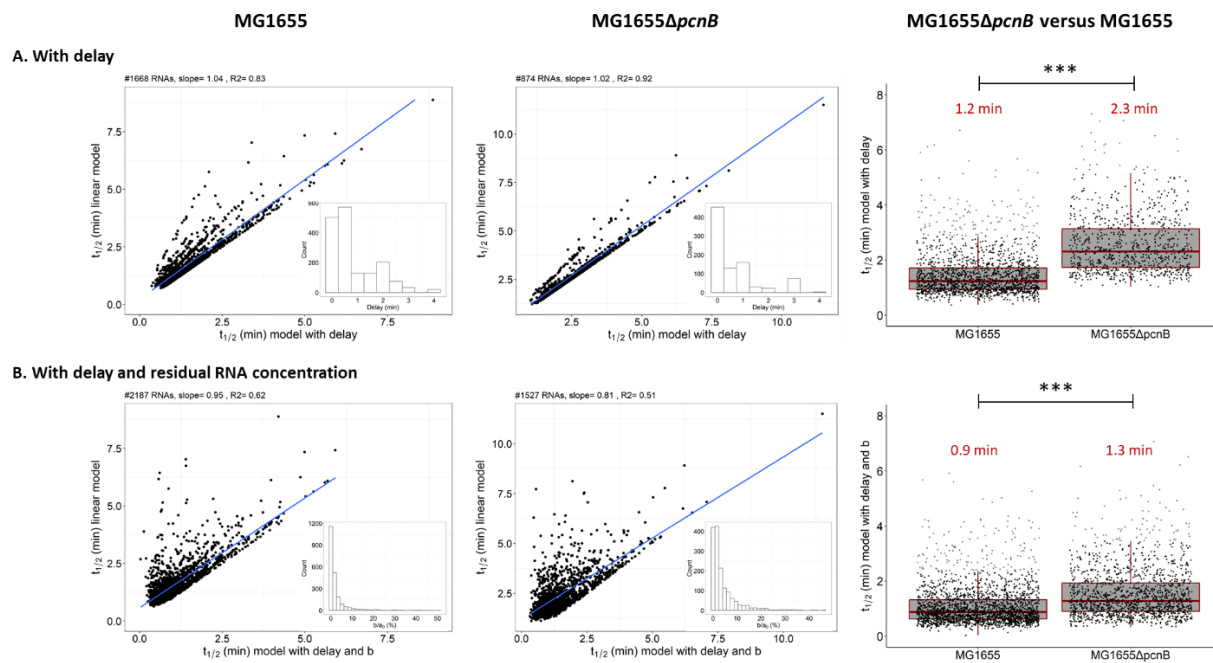

51

52

53

**Supplementary Figure S2. Semilogarithmic plots illustrating the degradation profiles of stabilized and destabilized RNAs between MG1655 and MG1655 $\Delta$ *pcnB* in M9-glucose.**

RNA-seq was used to analyze samples of total cellular RNA extracted at various times after inhibiting transcription with rifampicin. The time points of three independent degradation kinetics were interleaved and the linear regression coefficient,  $k$ , of  $\ln(\text{RNA})$  versus time was calculated over 12 points. RNA half-lives ( $t_{1/2}$ ) were obtained from  $k$  using the relationship  $t_{1/2} = \ln 2/k$ . MG1655 is in blue and MG1655 $\Delta$ *pcnB* in orange. The three independent degradation kinetics are represented by squares, triangles, and circles. A. Examples of stabilized RNA between MG1655 and MG155 $\Delta$ *pcnB*. B. The four destabilized RNAs between MG1655 and MG1655 $\Delta$ *pcnB*.

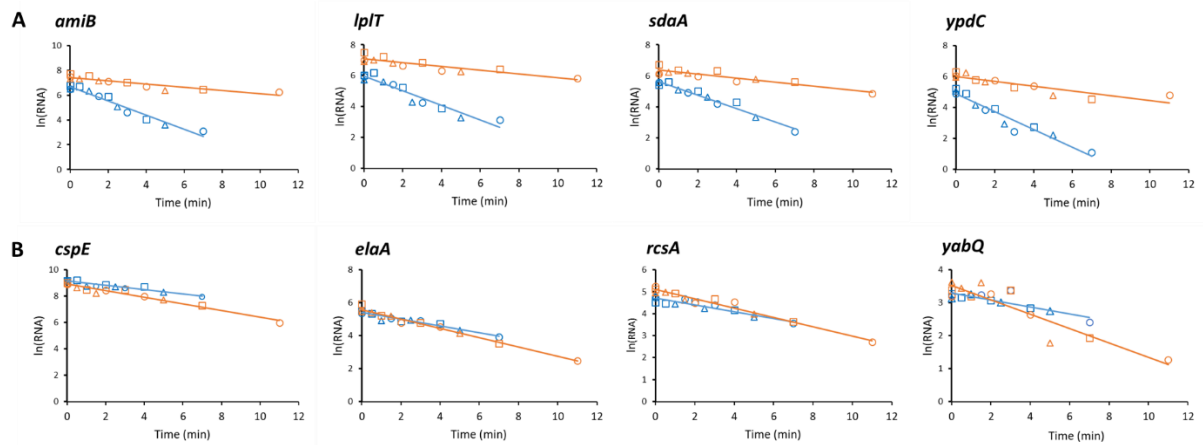

**Supplementary Figure S3. Stabilized RNA molecules in the *pcnB* mutant.** Using RNA-seq data for RNAs stabilized in MG1655 $\Delta$ *pcnB* versus MG1655, we produced 3D plots of surfaces of raw counts along the gene as a function of time after the addition of rifampicin in the two strains. Representative examples of RNA stabilization are shown. A. Stabilization of a full-length RNA molecule (*rpmH*). B. Stabilization of a 5' end RNA fragment (*yraN*). C. Stabilization of a fragment within the RNA (*acrF*). D. Stabilization of a 3' end RNA fragment (*zapB*).

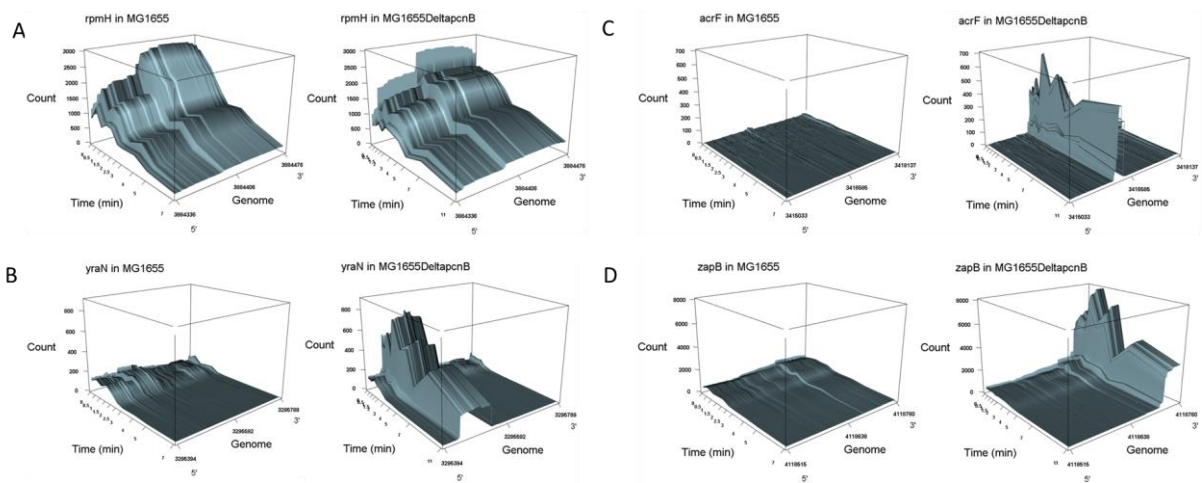

**Supplementary Figure S4. *zapB* northern blot analysis.** A. Northern blots after rifampicin addition (at times T0, 1.5, 3, and 7 min) of total RNA (10 µg) of MG1655Δ*pcnB* and MG1655, probed for *zapB*. B. Northern blots after rifampicin addition (at times T0, 1, 4, and 7 min) of total RNA (2.5 µg) of MG1655 cells treated with 0.7 and 2 mM DNP, probed for *zapB*. For each sample, total RNA was denatured for 10 min at 37°C and 550 rpm with MultiTherm (model H5000-HC-E from Benchmark, 550 rpm) in RNA loading buffer (95% [v/v] formamide, 0.1% [w/v] xylene cyanole, 0.1% [w/v] bromophenol blue, 10 mM EDTA, SDS 0.025%), separated on a 2% agarose gel (TBE) at 100 V for 45 min. Gel was ethidium bromide stained for loading visualization based on rRNA signal, and then passively transferred to Hybond-XL membranes (Amersham) (o/n, TBE 1×). After UV crosslinking, the membranes were hybridized overnight in 10 mL Roti®-Hybri-Quick (Roth) at 68°C with 50 ng/mL biotinylated synthetic RNA *zapB* probe (see below for synthesis). The hybridization was followed by 15 min washes in SSC 5× and 1× and 8 min in 0.1×/0.1% SDS solutions at 68°C. Hybridization signals were quantified with Chemiluminescent Nucleic Acid Detection Module (Thermo Fisher) with Chemidoc MP (Biorad). To generate biotinylated RNA probe, the reverse strand of the *zapB* CDS was PCR amplified from MG1655 genomic DNA using a primer pair including T7 promoter sequence (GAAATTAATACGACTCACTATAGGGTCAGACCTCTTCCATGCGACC ATGACAATGTCATTAGAAAGTGTTTGAG). Amplicon was gel purified (QIAquick Gel Extraction Kit, Qiagen) and *in vitro* transcribed (High-Fi RNA polymerase, NEB) in a mix containing 3.5 mM Biotin-16-UTP (Roche) according to manufacturer's recommendations. DNA matrix was removed with DNase treatment (NEB). The RNA probe was purified by phenol–chloroform precipitation and quantified by NanoDrop. The methods employed are adapted from (3). M: molecular marker (100 bp NEB).

**A**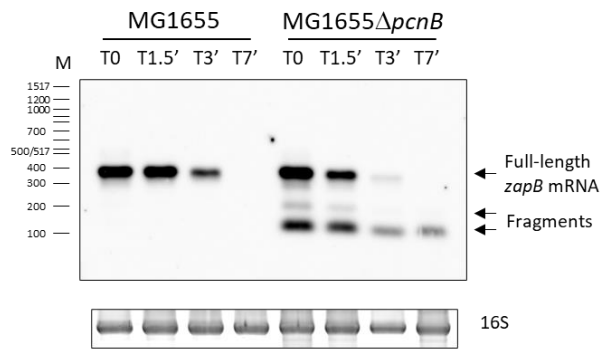**B**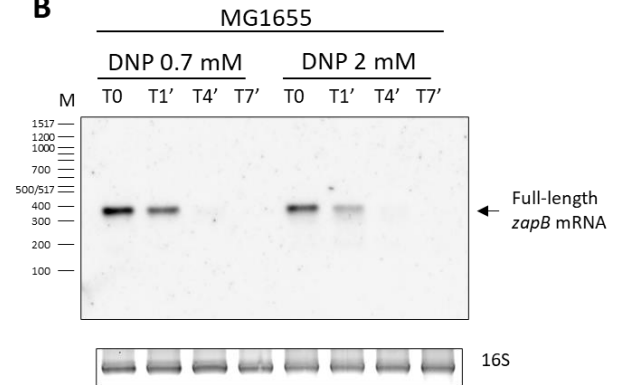

100

**Supplementary Figure S5. Plots of quantification cycle (C<sub>q</sub>) versus time illustrating RNA degradation profiles.** Quantitative RT-PCR was used to quantify RNA concentration at various times after inhibiting transcription with rifampicin. In each condition, two independent kinetics of six time points are shown. RNA half-lives ( $t_{1/2}$ ) were obtained from the linear regression coefficient,  $k'$ , using the relationship  $t_{1/2} = 1/k'$ .

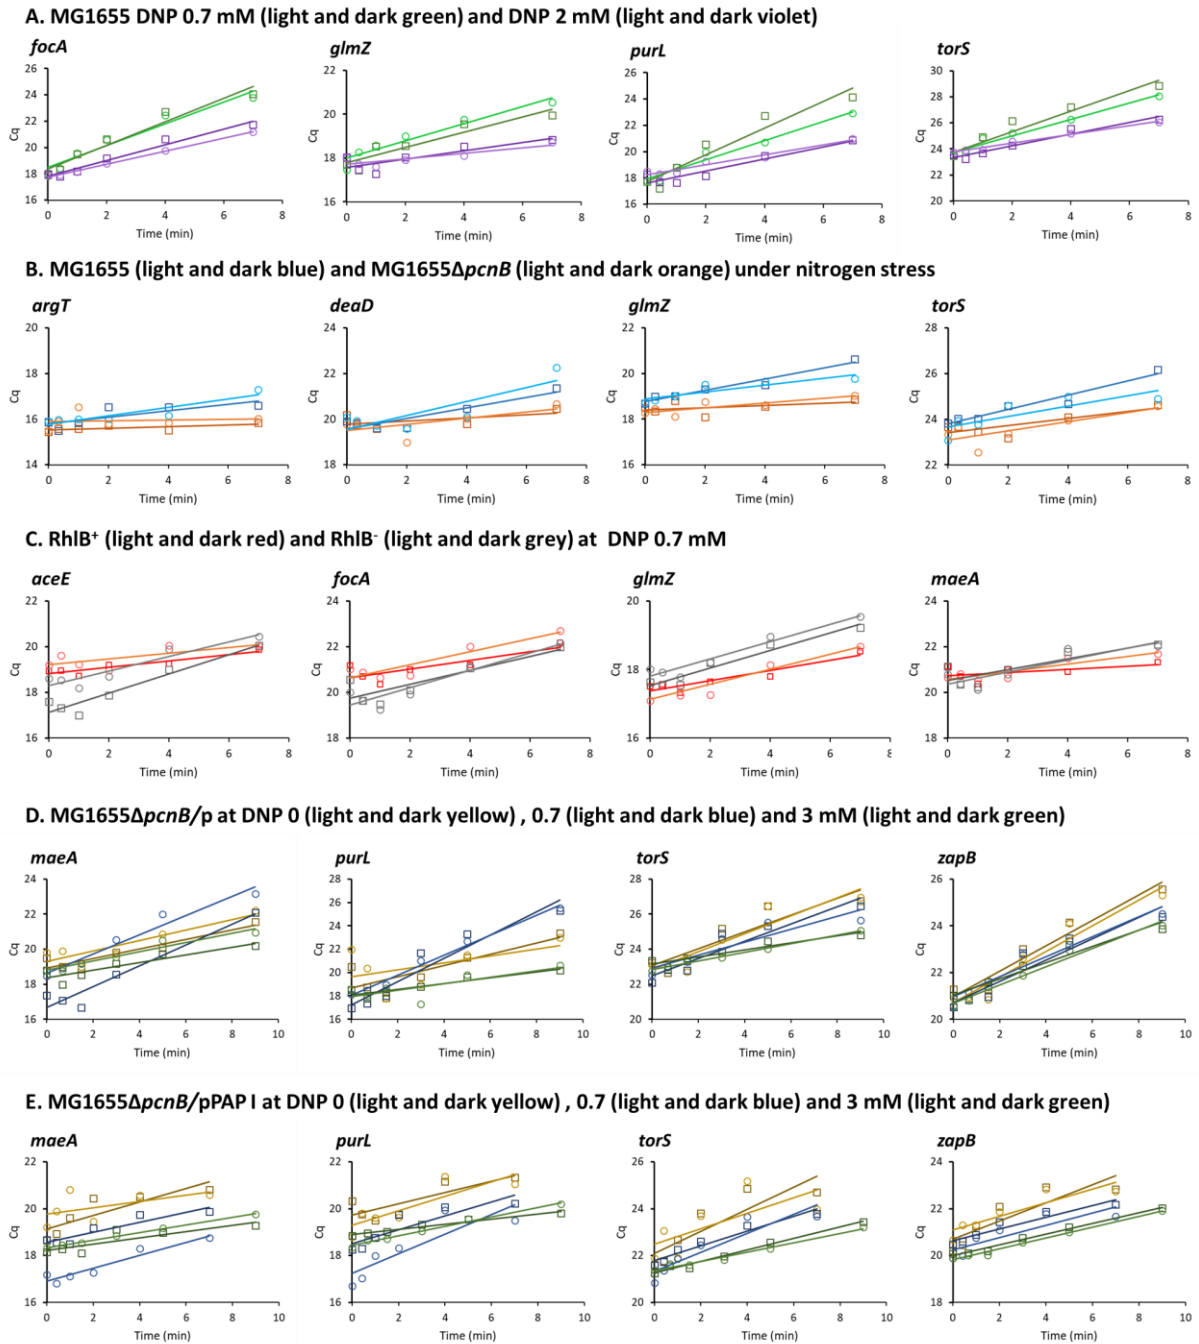

**Supplementary Figure S6. Stabilized RNA molecules in MG1655 at low ATP levels.** Using RNA-seq data for RNAs stabilized in MG1655 cells treated with 2 mM DNP compared to 0.7 mM, we produced 3D plots of surfaces of raw counts along the gene as a function of time after the addition of rifampicin. Two types of RNA stabilization are shown. A. Stabilization of a full-length RNA molecule (*zapB*). B. Stabilization of a 5' end RNA fragment (*focA*).

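The zapB gene (b3928, positions 4118515 to 4118760 of NC_000913.3) is protein-coding and 246 bp long, and 156 to 1228 reads per library were counted on it. At 7 min, 6.81 ± 1.26% of its normalized reads at 0 min remained at 0.7 mM DNP and 9.35 ± 3.02% at 2 mM DNP (SD, n = 2 kinetics each). Its half-life was 1.85 ± 0.0831 min at 0.7 mM DNP and 2.11 ± 0.322 min at 2 mM DNP, so the difference was within the spread between replicates. The log2 fold change was 0.18 (standard error 0.18), with an adjusted p of 0.384 from limma with voom weights, and the half-life was longer in 3 of the 4 pairings of kinetics. The log2 fold change lay between 0.01 and 0.34 over the alternatives of processing.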

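The focA gene (b0904, positions 953609 to 954466 of NC_000913.3) is 858 bp long, and its counts cover the whole gene and do not single out its 5' end. At 7 min, 4.88 ± 4.08% of its normalized reads at 0 min remained at 0.7 mM DNP and 12.6 ± 2.30% at 2 mM DNP (SD, n = 2 kinetics each). Its half-life was 1.56 ± 0.458 min at 0.7 mM DNP and 2.39 ± 0.280 min at 2 mM DNP, and it was longer in all 4 pairings of kinetics. The log2 fold change was 0.67 (standard error 0.16), with an adjusted p of 0.00169 from limma with voom weights. The difference did not pass the threshold when the first time points were left out, where the log2 fold change was 0.46 over 1 to 7 min and 0.26 over 2 to 7 min, nor with the 10 genes of lowest rank variance as the reference, where it was 0.44. Without replicate 2 at 0.7 mM DNP, the log2 fold change was 0.34.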

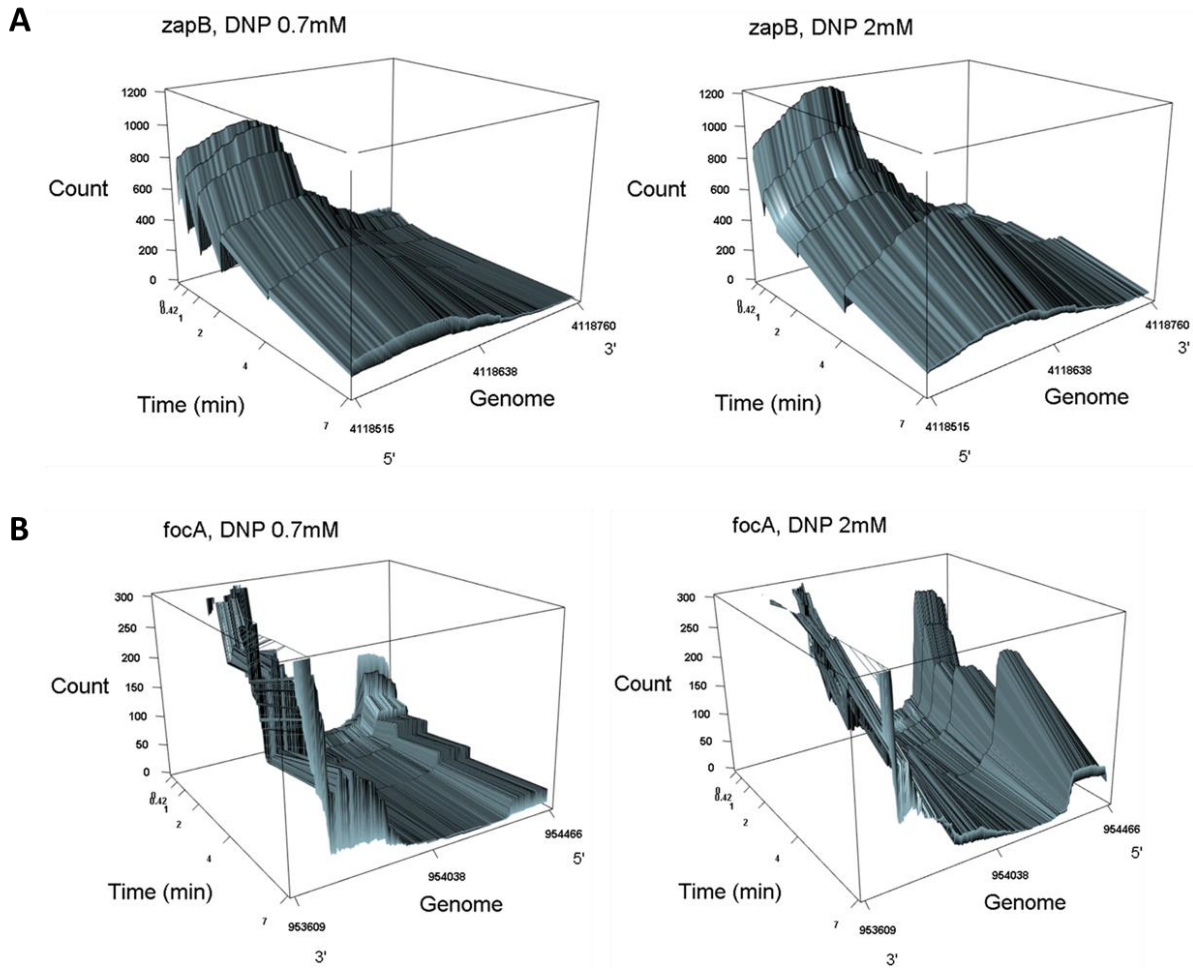

**Supplementary Figure S7. Genome-wide RNA stabilization induced at low ATP levels.**

A. Boxplots of RNA half-lives in *E. coli* MG1655 cells treated with 0.7 and 2 mM DNP, for 2,189 RNAs with reliably determined half-lives in both conditions. 

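The half-lives in the RNA-Seq data analysed here had quartiles of 1.34 and 1.92 min at 0.7 mM DNP and of 2.87 and 5.11 min at 2 mM DNP. They ranged from 0.336 to 8.90 min at 0.7 mM DNP and from 0.657 to 14.2 min at 2 mM DNP. In the replicates, the quartiles were 1.43 and 2.20 min and 1.21 and 1.71 min at 0.7 mM DNP, and 2.76 and 4.73 min and 3.00 and 5.82 min at 2 mM DNP. The upper quartile of each replicate at 0.7 mM DNP lay below the lower quartile of each replicate at 2 mM DNP.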

Data points on box plots are shown with black filled circles and outliers with black open circles. Wilcoxon–Mann–Whitney test, \*\*\* $P < 0.001$ . B. Volcano plot of the log<sub>2</sub> fold change (logFC) of RNA half-lives between *E. coli* MG1655 cells treated with 2 mM DNP versus 0.7 mM DNP. The values above the horizontal black line correspond to significant differences in fold change ( $P \leq 0.05$ ). The 1,769 RNAs stabilized with 2 mM DNP at low ATP levels are shown in red. The 15 RNAs destabilized are shown in green. 

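In the comparison of slopes, 16 RNAs had a significantly shorter half-life at 2 mM DNP, with a median log2 fold change of -0.75. limma with voom weights gave 14, and 13 RNAs were destabilized in both tests and in all 4 pairings of kinetics. Of the 16 RNAs, 4 were also destabilized over 2 to 7 min, where 7 of them had a reliable half-life. With the 10 genes of lowest rank variance as the reference, 14 RNAs were destabilized, but only 1 of the 16 was among them, and it was the only 1 with a reliable half-life there. With TMM or median-of-ratios factors, or with an R2 limit of 0.9, 0 of the 16 had a reliable half-life, so none of them was tested. The largest decreases were those of ihfB, ghoS, yqjE, pspE and tmaR. The half-life of ihfB (b0912, positions 963828 to 964112), which encodes a subunit of integration host factor, was 5.13 ± 1.04 min at 0.7 mM DNP and 1.67 ± 0.211 min at 2 mM DNP (SD, n = 2 kinetics each). Its log2 fold change was -1.60 (standard error 0.27), with an adjusted p of 8.44e-06 from limma with voom weights. The log2 fold changes of ghoS, yqjE, pspE and tmaR were -1.21, -1.18, -1.14 and -1.03. ghoS had as few as 2 reads in a library. Its log2 fold change was -0.75 without the 7 min libraries, where it did not pass the threshold, and -1.06 and -0.86 without replicate 1 and replicate 2 at 2 mM DNP.

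The other 11 RNAs, named after their values were seen, were rpsT, rcnB, yehE, yfcZ, mscS, yqjD, yqjK, npr, mscL, rsmG and hupA. Of these, rcnB, yqjK and npr had adjusted p values of 0.0716, 0.0504 and 0.134 in limma with voom weights. yqjD, yqjE and yqjK are neighbours, from position 3249375 to 3250376, and yqjE and yqjK overlap. Of the 16 genes, 15 were shorter than the median length of the genes with a reliable half-life, with a median of 303 bp against 807 bp.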

The 405 RNAs with non-significant differences in stability are shown in gray.

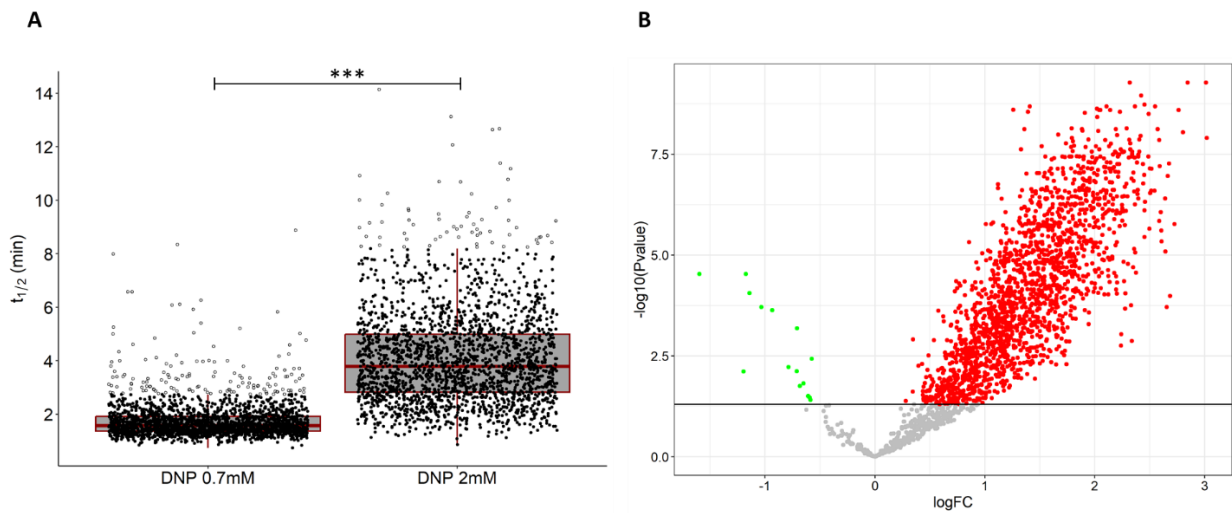

## References

1. Chen H, Shiroguchi K, Ge H, Xie XS. 2015. Genome-wide study of mRNA degradation and transcript elongation in *Escherichia coli*. *Mol Syst Biol* 11:781.
2. Moffitt JR, Pandey S, Boettiger AN, Wang S, Zhuang X. 2016. Spatial organization shapes the turnover of a bacterial transcriptome. *Elife* 5.
3. McKenney KM, Connacher RP, Dunshee EB, Goldstrohm AC. 2024. Chemi-Northern: a versatile chemiluminescent northern blot method for analysis and quantitation of RNA molecules. *RNA* 30:448-462.

How the deposited data were processed for this re-analysis (not part of the article)

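The RNA-Seq experiment on succinate was analysed, with MG1655 cells treated with rifampicin and 0.7 mM or 2 mM DNP, 2 kinetics per dose and 6 time points per kinetic (0 min, 0.4 min, 1 min, 2 min, 4 min and 7 min). The doses, time points and replicate numbers were taken from the sample labels and the paper's methods, and all 24 libraries could be assigned. The RNA-Seq experiment on glucose was not analysed here.

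The authors deposited raw counts per gene, as whole numbers, without normalization. According to the methods, paired-end reads of 150 bp were mapped onto version NC_000913.3 of the E. coli genome with Bowtie2 and counted with featureCounts. The versions, the use of strand and the treatment of reads on overlapping or repeated genes are not given in the paper's text, so the counts of overlapping genes are uncertain. Each table holds 5157 features, of which 4534 are genes with a gene number, 92 are ERCC spike-ins and 531 are transcripts without a gene number. These unnumbered transcripts took 0.729% to 2.21% of the reads of a library at 0.7 mM DNP and 1.07% to 2.16% at 2 mM DNP, and they were left out of the main results. This choice was made after the data were examined. Of the 4534 genes, 4529 matched the annotation by their gene number, which gave names, positions and lengths.

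The count of an RNA was divided by the geometric mean of ssrA, rnpB and gatC, since the methods name these genes but not how they were combined. The natural log was regressed on time over the 12 libraries of each dose, and the half-life was ln2 divided by the decay constant k. Values under 10 reads were left out, at least 8 of 12 values were required, and a half-life was reliable with an R2 above 0.7. The paper states that half-lives were compared with t-tests and adjusted P values, without giving the values entered, so the slopes were compared by their difference over its standard error, two-sided, with Benjamini-Hochberg adjustment over the RNAs reliable at both doses and a threshold of 0.05. This treats the libraries of a kinetic as independent, which makes its p values too small where a whole kinetic deviates. Half-lives per kinetic are therefore given beside it, and limma was also run on the 4 decay constants.

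The quasi-likelihood test of edgeR had been set before the data were examined for the interaction of dose and time and for the libraries at 0 min, with DESeq2 as an alternative, but neither was run and they are not used here. The automated check of units could not read the deposited tables, whose columns are separated by semicolons, and it admits these tools only for tables it has read as counts. limma with voom weights, on the same counts, model and normalization, was used in their place. This substitute was chosen after the data were examined. The adjusted p values given for single RNAs come from it. It has no term for the kinetic, so it also treats the libraries of a kinetic as independent. The standard errors given for log2 fold changes of half-life come from the regressions over the 12 libraries of each dose, with the same limit. TMM and median-of-ratios factors were used only as normalizations, and were computed directly in Python.

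Other choices made after the data were examined were normalization to the sum of the ERCC spike-ins, the inclusion of unnumbered transcripts as an alternative, and TMM without the 3 invariant genes. Fits with several normalizations, cutoffs and sets of genes had been seen before the final settings were written. The limits that decide whether a result moved, such as 2 SD of the 4 pairings of kinetics, were also set when several values were known. The named RNAs are the 12 of Table 1, the 3 invariant genes, those the paper names, and the 5 with the largest increase and the 5 with the largest decrease of half-life among those past the threshold in both tests and changed in the same direction in all 4 pairings. The rule had named edgeR, which was not run, as the other test.

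The tests were checked on simulated counts with known changes. Of 184 changed RNAs that could be tested, the comparison of slopes recovered 177 (96.2%) and limma with voom weights 180 (97.8%). Among 3132 simulated RNAs tested, they made 21 and 14 false calls, so false calls were more frequent among the calls than the adjusted threshold of 0.05 implies. The simulated libraries were independent of each other, which real libraries of a kinetic are not. Most simulated RNAs were unchanged, whereas most real RNAs were called, so the share of false calls does not carry over. The test at 0 min recovered 200 of 200 changed RNAs, with 2 false calls. Its simulated changes all had the same size and direction. In the real libraries at 0 min, argT had a log2 fold change of -1.81 with an adjusted p of 0.466 from limma with voom weights. The simulated recovery therefore does not show the power of the real test at 0 min.

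Between 5586759 and 9749654 reads were counted on genes per library. RNAs near the cutoff of 10 reads carry a large counting error, and RNAs that fall under it at late times lose those values. The fits and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and limma 3.58.1 in R 4.3.3. The alternatives covered the read cutoff, the normalization, the R2 limit, the time points, a delay before decay, the time in the labels, the replicate block, overlapping genes and each kinetic left out in turn.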

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

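The test of the transcripts without a gene number was chosen only after their values were seen. The tables list transcripts that carry no gene number, which the paper does not report on. Among the 391 of these with enough values at both doses, 94 had a reliable half-life, 62 were stabilized at 2 mM DNP and 0 were destabilized, with 0 shorter at an unadjusted p under 0.05. Their median log2 fold change was 0.89, against 1.24 for annotated genes, and the SD of the median over the 4 pairings of kinetics was 0.22. Their positions are not in the tables used here. Reads spilling over from annotated neighbours and separate transcripts that decay on their own cannot be told apart without positions. No biological explanation was tested.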

How the results depend on the processing

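The alternatives were set before the data were examined, except normalization to the ERCC spike-ins, the inclusion of transcripts without a gene number, TMM without the 3 invariant genes and the use of limma with voom weights. The edgeR tests, the edgeR exact test and the DESeq2 alternatives were not run. The delay before decay was not run for limma with voom weights. The causes of the changes below were not tested, except where the alternative itself removes RNAs, time points or libraries.

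The median half-life was longer at 2 mM DNP under every alternative computed. Over the 4 fits that each left out a kinetic, the median ranged from 1.44 to 1.73 min at 0.7 mM DNP and from 3.87 to 4.62 min at 2 mM DNP. The median log2 fold change ranged from 1.03 to 1.47, the share of RNAs with a longer half-life from 90.4% to 97.2%, and the number of reliable RNAs from 2141 to 2609.

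With a read cutoff of 100, which keeps fewer RNAs, 1231 RNAs were reliable, with 1047 stabilized by the comparison of slopes and 1061 by limma with voom weights. Normalization to all genes moved the median half-lives, the median log2 fold change and the numbers of reliable and stabilized RNAs most, and it removes the decay shared by most RNAs. With TMM, 133 RNAs were reliable, with medians of 3.36 and 6.29 min, a median log2 fold change of 0.90 and 86.5% longer. The comparison of slopes then gave 74 stabilized and 7 destabilized RNAs, and limma 73 and 6. With median-of-ratios factors, 102 RNAs were reliable, with medians of 3.57 and 6.21 min, a median log2 fold change of 0.84 and 86.3% longer, and the tests gave 54 and 5 (slopes) and 54 and 4 (limma). Stabilized RNAs were 91.4% of the significant RNAs with TMM and 91.5% with median-of-ratios factors.

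Other reference genes moved the values less. The median at 2 mM DNP was 3.28 min with the sum of the 3 genes and 3.00 min with ssrA and rnpB, where limma gave 9 destabilized RNAs. With ssrA alone, it was 3.11 min, with 1095 stabilized and 10 destabilized RNAs by slopes and 1114 and 9 by limma. With the 10 genes of lowest rank variance, the medians were 1.97 and 4.84 min and 1325 RNAs were reliable, with 1050 stabilized by slopes and 1074 by limma. With the ERCC spike-ins, limma gave 9 destabilized RNAs.

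With an R2 limit of 0.5, the median at 2 mM DNP was 4.36 min. With 0.9, it was 3.24 min, and 344 RNAs were reliable, with 315 stabilized and 0 destabilized in each test (0 shorter at an unadjusted p under 0.05 by slopes). Of the 16 RNAs destabilized by slopes, 0 had a reliable half-life at this limit, so none of them was tested. Without the 7 min libraries, the medians were 1.16 and 3.04 min, with 998 reliable RNAs, 801 stabilized and 8 destabilized by slopes, and 812 stabilized by limma. Over 1 to 7 min, 92.8% of the RNAs were longer. Over 2 to 7 min, the median at 0.7 mM DNP was 1.92 min and the median log2 fold change 0.96, with 89.9% longer, 607 stabilized and 8 destabilized by slopes, and 664 and 5 by limma.

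The correlation of the log2 fold change with gene length was 0.356 when the difference of decay constants was used. The correlation with the fold change in the pcnB mutant (Table S1) was 0.380 with an R2 limit of 0.9 and 0.107 with the difference of decay constants. For single RNAs, 243 log2 fold changes were computed under alternatives, of which 235 were labelled the same, 4 weaker and 3 moved. The label of same allowed large changes, so it does not show that a value was stable. It covers argT at 0.031 over 1 to 7 min and 0.072 with a delay before decay, against 0.45. It also covers focA at 0.34 without replicate 2 at 0.7 mM DNP, against 0.67, and zapB at 0.01 over 2 to 7 min, against 0.18. The value of argT reversed, to -0.082, without replicate 2 at 0.7 mM DNP.

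The replicate number as a block, with its own intercept and slope, gave 1681 stabilized and 16 destabilized RNAs by slopes and 1699 and 15 by limma. Deviations of same-numbered kinetics from their dose means had a Spearman correlation of 0.116 across RNAs over only 2 pairs, and neither the paper nor the labels say that a number marks a shared day or batch. At 0 min, 0 RNAs differed with the block, with 159 at an unadjusted p under 0.05.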

Differences from the paper's values

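No test in this part was chosen after the result was seen. RT-qPCR reads the stretch between a pair of primers, whereas the counts here cover whole genes and are relative to ssrA, rnpB and gatC. Half-lives from these measures can therefore differ for reasons that no alternative of processing covers. The half-life of maeA at 2 mM DNP was 5.36 min here, against the paper's 3.14 min by RT-qPCR (Table S3). Among the alternatives set before the data were examined, the value came within 1.5 times the paper's over 1 to 7 min (4.51 min), over 2 to 7 min (4.30 min) and with a delay before decay (4.27 min). It did not with the other alternatives under which the half-life was reliable. The half-life of deaD at 2 mM DNP, which was not reliable at 0.7 mM DNP, was 5.79 min here, against the paper's 2.39 min by RT-qPCR, and none of the alternatives set before the data were examined closed the gap. The lowest value, 4.75 min, was that with ssrA and rnpB as the reference. The half-lives of purL, torS and aceE at 2 mM DNP were not reliable, with an R2 of 0.572, 0.608 and 0.490. They were 10.7, 9.74 and 10.9 min here, against the paper's 2.29, 2.62 and 2.09 min by RT-qPCR. Those of flu and mhpC, also not reliable, were longer here too, and that of GlmZ was shorter, at 4.54 against 6.63 min.

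The paper lists zapB among the RNAs stabilized at low ATP, from RT-qPCR, and shows it as a stabilized RNA in its RNA-Seq data (Fig. S6). It also reports a northern blot of zapB at both doses, without stabilized fragments at low ATP (Fig. S4B). The half-life of zapB was 1.85 min at 0.7 mM DNP and 2.09 min at 2 mM DNP here, and the difference passed no threshold under any alternative computed. By RT-qPCR, the paper gives 1.73 and 2.47 min. These values are close to those here, so the lack of a significant difference does not contradict them. The paper also lists atpC, flu and GlmZ as stabilized by RT-qPCR, and here none of these had a reliable half-life at both doses, with log2 fold changes of 0.44, 2.27 and 0.39 and standard errors of 0.63, 5.31 and 0.51. Table S3 gives aceE a lower half-life at 2 mM DNP, and the paper calls none of its selected RNAs significantly destabilized. Here the log2 fold change of aceE was 2.04, without a reliable half-life at 2 mM DNP.

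The paper reasons from its selected RNAs that their size was not involved in the stabilization. Across the 2001 RNAs with a reliable half-life and a length, the log2 fold change had a Spearman correlation of 0.468 with gene length, where RNAs are not independent replicates.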

Other observations

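The tests of the drift of the invariant genes, of the delay before decay as the source of the longer half-lives and of the R2 limit were chosen only after the result was seen, as were the look at the libraries in the drawn grouping with the most calls, the tests on gene length that follow its correlation and the matching of gene lists on length.

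The libraries were regrouped in 100 ways within time points, the real doses included, and 1 of 100 gave as many significant RNAs as the real doses, in the comparison of slopes and in limma with voom weights alike (1 of 100). Drawing single libraries breaks up the kinetics and mixes libraries of both doses in a regression. A drawn grouping left at most 1272 RNAs with a reliable half-life, against 2003 for the real doses, so fewer RNAs could be called. The share of 1 in 100 is therefore not a p-value for the dose. The drawn groupings gave a median of 0 significant RNAs and 72 gave none, and the largest gave 800 by slopes and 815 by limma. That grouping kept the 8 libraries of 4 and 7 min grouped by their real dose, so its calls do not show what a grouping gives without the dose. With whole kinetics exchanged, 1 of the 3 splits of the 4 kinetics gave as many RNAs, and the other splits gave 0 each, with 65 and 107 RNAs at an unadjusted p under 0.05. With 3 splits, a share under 0.05 cannot be reached.

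Technical sources of the longer half-lives at 2 mM DNP were examined. The median log2 fold change was 1.28 with the ERCC spike-ins in place of the 3 invariant genes, 0.96 over 2 to 7 min only, and 1.37 in the top 501 RNAs by mean counts, each far above the SD of 0.22 between pairings of kinetics. These values argue against drift of the invariant genes, a longer delay at 2 mM DNP or low counts as the whole source. The delay was nevertheless longer at 2 mM DNP, with a mean of 0.806 min against 0.219 min (exact permutation test of 2 kinetics against 2, two-sided, p = 0.333, the smallest possible), and the fold change was smaller without the first time points. The lower ATP level at 2 mM DNP stays among the open explanations. Other effects of 2 mM DNP on the cells were not tested. Differences between the kinetics of the 2 doses that preceded DNP are not excluded either. At 0 min, before DNP was added, argT and aceE had log2 fold changes of -1.81 and -1.65 between the groups. However, 0 of 3940 RNAs passed the adjusted threshold there.

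The fold change rose with gene length, with a Spearman correlation of 0.468 across RNAs. The median log2 fold change was 0.82 in the shortest genes (up to 525 bp) and 1.66 in the longest (from 1161 bp), with RNAs divided into 4 groups by length, both above 0, which argues against gene length as the source of the whole shift. The correlation was 0.411 over 2 to 7 min, 0.322 in the lowest of 4 groups of RNAs by mean counts, and 0.449 without any R2 limit. These values argue against a longer delay, read depth and the R2 limit as the whole source of the relation. A part from the delay stays possible. The mean delay at 2 mM DNP was 0.520 min in the shortest genes and 0.977 min in the longest. In RNAs reliable over all times and over 2 to 7 min, the correlation fell from 0.491 to 0.410. A delay of more than 2 min in long genes would not be removed by that range of times. Gene length correlated with the half-life at 2 mM DNP (0.419) and hardly with that at 0.7 mM DNP (-0.0844). A candidate explanation is that RNA length, or a property that goes with it such as the number of cleavage sites or ribosomes, matters more for decay at low ATP. This hypothesis was not tested beyond these values, and how reads were assigned along long genes is not known.

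The paper does not report the RNAs that pass the R2 limit at 0.7 mM DNP only. Of these, 882 had enough values at both doses and fell at 2 mM DNP with an R2 of 0.7 or less, and their median log2 fold change was 2.00, with 99.4% longer at 2 mM DNP. These values do not decide whether the limit leaves out strongly stabilized RNAs, since a slow decay over 7 min has a low R2 and the RNAs were picked by a low R2 at 2 mM DNP. Of the RNAs with enough values at both doses, 270 passed the limit at 2 mM DNP only.

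RNAs that decay fast at 0.7 mM DNP had larger fold changes. With the half-life and the fold change from the same kinetic, the mean Spearman correlation was -0.404, and with separate kinetics it was -0.261 (lowest -0.344, highest -0.156). Regression to the mean from errors of a single kinetic at 0.7 mM DNP thus accounts for part of the relation at most. The fold change itself contains the half-life at 0.7 mM DNP, however. Decay constants of single kinetics at the 2 doses had Spearman correlations of only 0.176 to 0.349. A negative correlation can arise from this alone, and its size was not computed. These values therefore do not decide whether fast decay as such goes with a larger fold change.

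Of the 1403 RNAs stabilized in the pcnB mutant (Table S1), 1400 were found among the genes here and 905 had a reliable half-life here. Their median log2 fold change was 1.43, at percentile 100 of 10000 random lists matched on the level at 0 min, and at percentile 100 again when matched on level and length, which argues against longer genes in the list as the reason. Of these 905 RNAs, 834 (92.2%) were stabilized at 2 mM DNP, against 75.4% of the other 1098. This is consistent with a response of the same RNAs to low ATP and to the loss of PAP I. However, the RNAs of Table S1 were chosen for passing a test, and the full list of RNAs tested in that experiment was not used here, so RNAs that are easily measured in both experiments are a possible explanation too. The correlation of the fold changes themselves was 0.182 across 906 RNAs. It is among 3 such relations computed, and that with the level at 0 min was 0.125.

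Other lists of genes were set before the data were examined. RNAs of ribosomal proteins had a median log2 fold change of 0.53 (24 RNAs), at percentile 0.01 of random lists matched on level and at percentile 29.1 when matched on level and length, which is consistent with their short genes as the reason. The median lay between 0.19 (ssrA and rnpB as the reference) and 0.97 (the 10 genes of lowest rank variance) over the normalizations that left any of these RNAs, each time below that of all reliable RNAs. For this list, 10 RNAs were stabilized and 1 destabilized over all RNAs tested, and 9 and 0 adjusted over the list alone. The medians were 1.22 for flagellar genes (3 RNAs, percentile 37.1), 1.69 for the RNA degradation machinery (5 RNAs, percentile 80.2), 0.91 for ATP synthase (6 RNAs, percentile 19.9) and 0.56 for the RNAs of Table 1 (4 RNAs, percentile 3.94). The median of the RNAs of Table 1 was 0.44 with the sum of the 3 genes and 1.07 with the 10 genes of lowest rank variance (2 RNAs each), and 1.29 over 2 to 7 min (5 RNAs), above the 0.96 of all reliable RNAs. The median of ATP synthase also lay above it over 2 to 7 min, at 1.15, and that of flagellar genes was 1.30 with the sum of the 3 genes, against 1.11 for all reliable RNAs. Of the paper's 4 RNAs destabilized without PAP I, only elaA was reliable at both doses, with a log2 fold change of 0.90.

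Relative to the ERCC spike-ins, the median log2 change of the RNAs destabilized at 2 mM DNP, from 0 to 1 min at 0.7 mM DNP, had a mean of -0.40 over the 2 kinetics (-0.62 and -0.18). From 0 to 0.4 min, the median was -0.17 in replicate 1 and 0.11 in replicate 2. These RNAs were required to fall at 0.7 mM DNP for a reliable half-life, so the values do not decide whether synthesis continued there after rifampicin. That most of them are short genes goes with the relation to gene length above.

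In the libraries taken at 0 min, 0 of 3940 RNAs differed between the 2 groups at an adjusted p under 0.01 in limma with voom weights, with 267 at an unadjusted p under 0.05. The other settings also gave 0. With the 3 invariant genes as the reference, 2 RNAs had an adjusted p under 0.05. The median log2 fold change was then -0.60, against -0.01 in the main setting. In the main setting, argT and aceE differed most among the RNAs of Table 1, with log2 fold changes of -1.81 and -1.65 (standard errors 0.19 and 0.23). Their adjusted p values from limma with voom weights were 0.466 and 0.540. The other RNAs of Table 1 lay between -0.65 and 0.58. With 2 libraries per dose, 0 calls do not show equal levels. A comparison with and without the 3 genes in the library totals had been planned as a test of genes that take most of the counts, and it decided nothing, since both gave 0 (267 and 268 at an unadjusted p under 0.05).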
